# Longitudinal analysis of hepatic transcriptome and serum metabolome demonstrates altered lipid metabolism following the onset of hyperglycemia in spontaneously diabetic biobreeding rats

**DOI:** 10.1371/journal.pone.0171372

**Published:** 2017-02-13

**Authors:** Simon E. Regnell, Martin J. Hessner, Shuang Jia, Lina Åkesson, Hans Stenlund, Thomas Moritz, Daria La Torre, Åke Lernmark

## Abstract

Type 1 diabetes is associated with abberations of fat metabolism before and after the clinical onset of disease. It has been hypothesized that the absence of the effect of insulin in the liver contributes to reduced hepatic fat synthesis. We measured hepatic gene expression and serum metabolites before and after the onset of hyperglycemia in a BioBreeding rat model of type 1 diabetes. Functional pathway annotation identified that lipid metabolism was differentially expressed in hyperglycemic rats and that these pathways significantly overlapped with genes regulated by insulin. 17 serum metabolites significantly changed in concentration. All but 2 of the identified metabolites had previously been reported in type 1 diabetes, and carbohydrates were overall the most upregulated class of metabolites. We conclude that lack of insulin in the liver contributes to the changes in fat metabolism observed in type 1 diabetes. Further studies are needed to understand the clinical consequences of a lack of insulin in the liver in patients with type 1 diabetes.

## Introduction

Type 1 diabetes is characterized by the autoimmune destruction of the pancreatic beta cells, causing a deficiency of insulin. The clinical onset of diabetes is preceded by a period with circulating islet autoantibodies that can last for years [1]. In addition, long before the appearance of autoantibodies, differences in the serum levels of certain lipids can be measured in persons who go on to develop type 1 diabetes compared to controls. These differences appear to exist already *in utero*, as umbilical cord blood levels of phosphatidylcholines and phosphatidylethanolamines were significantly decreased in children diagnosed with type 1 diabetes before 4 years of age [2]. The serum metabolite profiles of children who progressed to type 1 diabetes and controls who remained permanently autoantibody negative and nondiabetic have been studied longitudinally [3]. Persons who developed diabetes had reduced serum levels of succinic acid and phosphatidylcholine at birth, reduced levels of triglycerides and antioxidant ether phospholipids throughout the follow up, and increased levels of proinflammatory lysophosphatidylcholines several months before seroconversion to autoantibody positivity. The lipid profiles in the progressors during the last visits before diagnosis of type 1 diabetes revealed no differences as compared to the profiles of matched nonprogressors apart from differences that were already apparent from previous samples. However, due to the long periods between samples, it is yet unclear whether any changes in serum lipids take place close to the clinical onset of type 1 diabetes.

Fat metabolism is also perturbed after the diagnosis of type 1 diabetes. Patients have less fat in the liver [4] and increased fasting lipid oxidation [5] compared to controls. Similarly, BioBreeding diabetes-prone (BBDP) rats develop a reduced respiratory quotient compared to non-diabetic rats before the onset of hyperglycemia, consistent with an increased use of fatty acids relative to carbohydrates as an energy substrate [6].

The type 1 diabetes-like non-obese diabetic (NOD) mouse, which develops peri-insular mononuclear cell infiltration weeks prior to diabetes, showed reduced circulating polyunsaturated fatty acids and lipid signaling mediators; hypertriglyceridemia; and decreased lysophosphatidylcholines and phosphatidylcholines [7, 8]. In NOD mice developing diabetes, metabolomics analyses showed increased plasma glucose and reduced 1,5-anhydroglucitol; increased allantoin, gluconic acid and nitric oxide-derived saccharic acid markers of oxidative stress; changes in certain amino acids; and reduced unsaturated fatty acids, including arachidonic acid [9]. The prolonged prodrome of diabetes onset in humans and the NOD mouse and alterations in plasma metabolites may reflect different stages in disease development. As humans with multiple islet autoantibodies rarely have signs of insulitis [10, 11], it would be critical to test whether acute loss of insulin as opposed to a slowly progressing loss would result in a different liver response.

We hypothesized that a lack of insulin reaching the liver contributes to the metabolic shift towards lipid oxidation observed in humans with type 1 diabetes and rodent models of the disease. To test our hypothesis, we measured changes in the hepatic gene expression and serum metabolome of congenic BBDR.lyp rats that spontaneously develop diabetes within 1–2 days without sign of prior insulitis [12–14]. We found that hepatic gene expression relating to lipid metabolism was significantly changed following disease onset and that there was a significant overlap with genes regulated by insulin.

## Materials and methods

### Animals

The BioBreeding Diabetes Resistant (BBDR) rat made homozygous for the lymphopenia (*lyp*) mutation after introgression of the insulin-dependent diabetes mellitus (*iddm*) *1* region from the BBDP rat was obtained by sister-brother breeding of heterozygous BBDR.^*lyp/+*^ rats [15]. Inheritance of the *lyp* gene is Mendelian, and all BBDR.^*lyp/lyp*^ rats develop diabetes. BBDR.^*lyp/lyp*^ rats develop insulitis and rapidly lose beta cells 1–2 days before the sudden onset of hypoinsulinemia, hyperglycemia, weight loss, and ketonuria at 46 to 81 days after birth. BBDR.^*lyp*/+^ and BBDR.^+/+^ rats are diabetes-resistant and are phenotypically and biochemically indistinguishable from each other [16].

The rats (BBDR.^*lyp/lyp*^ n = 17; BBDR.^*lyp*/+^ n = 12; BBDR.^+/+^ n = 11) were housed in specific pathogen-free conditions at 21°C with 12 hour cycles of light and darkness and free access to food (R3 chow, Lactamin, Kimstad, Sweden) and water. Rats were housed at 21–23°C at the Clinical Research Centre facility in Malmö, Sweden, with 2 to 6 rats per cage. Experiments were approved by the Animal Ethical Committee in Lund, Sweden (permit number M152-08) and followed the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health [17]. Sample collection was performed under isoflurane anesthesia, and all efforts were made to minimize suffering. Capillary glucose measurements were performed daily at between 8 AM and 10 AM. Hyperglycemia was defined as capillary glucose ≥ 11.1 mmol/L.

The rats were genotyped with microsatellites using DNA from ear punches to identify rats predestined to develop diabetes (BBDR.^*lyp/lyp*^) or to remain diabetes resistant (BBDR.^*lyp*/+^ and BBDR.^+/+^) [14, 15]. Venous samples (100–500 μl) were drawn from the tail vein every fifth day from 40 days and every third day from 50 days between 10 AM and 1 PM. Venous sampling continued until one sample had been obtained during hyperglycemia in DP rats and was performed in parallel in the DR littermates, providing about 7 venous samples per rat (Table 1). For a smaller number of rats, hepatic tissue was excised at approximately 40, 50, and 60 days after birth, providing two measurements before becoming hyperglycemic and one within a day of DP rats becoming hyperglycemic. Hepatic tissue was immediately frozen in liquid nitrogen. Serum and hepatic samples were stored at -80°C. In accordance with the ethical permit, the BBDR.^*lyp/lyp*^ rats were sacrificed by CO_2_ inhalation before the onset of ketoacidosis, on the first or second day of hyperglycemia, after a final liver and blood sample had been obtained.

**Table 1:** Schematic overview of venous and hepatic sample acquisition. Samples obtained at day 60 represent the average onset of hyperglycemia—the final samples in BBDR.^*lyp/lyp*^ rats were always obtained after the rats had become hyperglycemic. BBDR.^*lyp/ly*^ n = 17, BBDR.^*lyp/+*^ n = 12, BBDR.^*+/+*^ n = 11.

**Venous sample**	X	X	X	X	X	X	X
**Hepatic sample**	X		X				X
**Day**	40	45	50	53	56	59	60

### Hepatic gene expression and signaling pathway analysis

Total liver RNA was extracted with Trizol (Invitrogen, Carlsbad, USA). RNA (~100 ng) was amplified and labeled (Affymetrix two-cycle cDNA synthesis kit, Affymetrix, Santa Clara, USA) and hybridized to the Affymetrix RG230 2.0 array per the manufacturers’ protocol. Array images were quantified with Affymetrix Expression Console Software and normalized and analyzed with Partek Genomic Suite (Partek Inc, St. Louis, USA) to determine signal log ratios. The average gene expression from the two hepatic samples before hyperglycemia was compared with the expression from a single sample obtained during hyperglycemia. The statistical significance of differential gene expression was determined with a Student’s t test and false discovery rates. Gene expression differences were evaluated by principal component analyses as well as non-parametric rank product tests to assess the rate of type I errors in multiple testing (www.bioconductor.org) [18, 19]. Findings with a rank product false discovery rate < 20% were considered of interest. Ontological analyses were conducted with the Database for Annotation, Visualization, and Integrated Discovery version 6.7 (DAVID) [20] and the Ingenuity Pathway Analysis (IPA) package (Ingenuity Systems, Redwood City, USA). Hierarchical clustering was conducted with Genesis [21]. Data files are available at The National Center for Biotechnology Information Gene Expression Omnibus (accession number: GSE84886).

### Gas chromatography–mass spectrometry analysis of blood samples

Metabolites were extracted from serum samples and analyzed as described previously [22]. Briefly, 70 μl of serum was diluted with 630 μl of methanol diluted volume 9:1 in water including internal standards. After centrifugation at 19600 g for 10 minutes at 4°C, 200 μl of the supernatant was transferred to a gas chromatography–mass spectrometry vial and evaporated until dry.

Derivatized sample (1 μl) was transferred by an Agilent 7683 Series Autosampler (Agilent, Atlanta, USA) into an Agilent 6980 gas chromatography device that had a 10 m x 0.18 mm ID, fused silica capillary column chemically bonded 0.18 μm DB5 mass spectrometry stationary phase (J&W Scientific, Folsom, USA). The injector temperature was 270°C. Helium was used as carrier gas with a flow rate of 1 ml/minute. Column temperature was initially 70°C. After 2 minutes, the temperature was increased by 40°C/minute until it reached 320°C, which was maintained for 2 minutes. The column effluent was entered into the ion source of a Pegasus III TOFMS (Leco Corp., St. Joseph, USA). The transfer line temperature was 250°C and ion source temperature was 200°C. Ions were generated by a 70 eV electron beam at a current of 2.0 mA. Masses were acquired from mass/charge 50 to 800 at a rate of 30 spectra/second.

Unprocessed mass spectrometry files were exported from ChromaTOF software (Leco Corp., St Joseph, USA) in NetCDF format to MATLAB 8.5 (Mathworks, Natick, USA). Custom scripts were used for data pre-treatment. 90 compounds were detected in each of the blood samples. Metabolites were identified by comparing retention indices and mass spectra with in-house mass spectrum libraries [23]. Principal component analysis was used to get an overview of the data and orthogonal projections to latent structures for discriminant analysis was used for class prediction, as described previously [22]. Multivariate modeling was performed in SIMCA Version 14.0.0.1359 (Umetrics, Umeå, Sweden).

## Results

### Rat characteristics

A significant difference in average blood glucose between DP (*lyp/lyp*) and DR (*lyp/+* and *+/+*) animals was detected 2 days before the onset of hyperglycemia (5.7 versus 4.9 mmol/L; p < 0.001). In DP rats, mean capillary glucose was 17.8 mmol/L (standard deviation 4.3 mmol/L) on the first day of hyperglycemia and 22.3 mmol/L (standard deviation 5.3 mmol/L) on the second day of hyperglycemia (Fig 1A). Average age at hyperglycemia onset was 60 days (standard deviation 7.3 days). The distribution of the age of hyperglycemia onset is illustrated as a histogram in Fig 1B. The weight of DP and DR rats was indistinguishable until shortly before diabetes onset, when the DP rats started losing weight. For males, average weight at hyperglycemia onset was 275 g (standard deviation 16 g) for DP rats and 295 g (standard deviation 9.9 g) for DR rats at the corresponding age (p = 0.05). For females, average weight at hyperglycemia onset was 174 g (standard deviation 22 g) for DP rats and 198 g (standard deviation 12.1 g) for DR rats at the corresponding age (p = 0.03).

**Fig 1:**
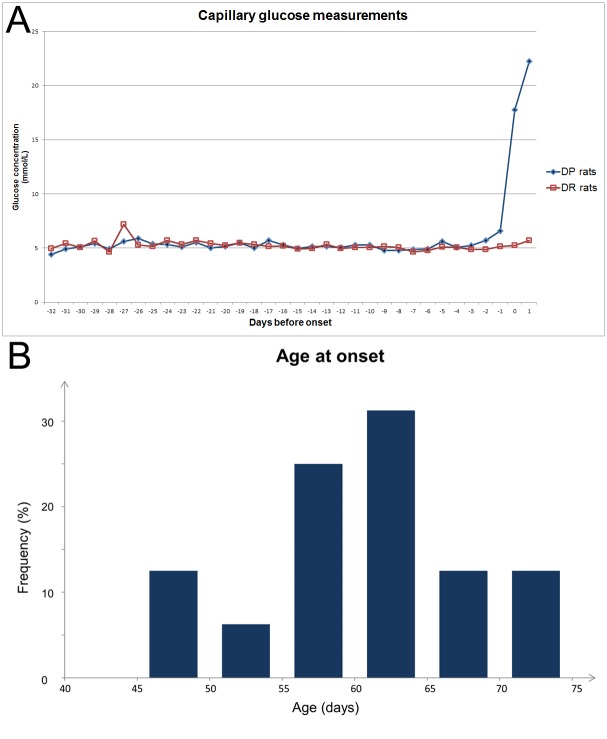
(A) Comparison of capillary glucose levels in DP (BBDR.^*lyp/lyp*^) rats before and after the onset of hyperglycemia and DR (BBDR.^*lyp/+*^ and BBDR.^+/+^) rats at comparable ages. (B) Histogram showing the distribution of age at hyperglycemia onset for BBDR.^*lyp/lyp*^ rats.

### Functional annotation of hepatic gene expression and canonical pathway analysis

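The liver arrays held RNA from 3 groups of rats, with 2 arrays in each. BBDR.lyp/lyp rats are homozygous for the lyp mutation, a frameshift in Gimap5 that leaves few T cells and is followed by spontaneous diabetes. They were sampled before hyperglycemia (pre-hyperglycemia) and after its onset (post-hyperglycemia). BBDR.+/+ rats carry the normal gene and stay normoglycemic. Arrays from BBDR.lyp/+ rats and from younger rats were not analysed here. The sample labels give an age of 50 days, within 5 days, before hyperglycemia and 55 days, within 5 days, for the other groups. The labels describe a fast before collection where the methods give free access to food, and they name another amplification kit than the methods. Nothing beyond the numbered labels shows whether the replicates of a group were separate animals, so each p-value measures the spread between these samples. The methods describe liver measurements before hyperglycemia and a final liver sample after it, which reads as repeat sampling of the same rats. The labels link no array to a rat, so the samples were treated as separate and any pairing was not used. The authors had reduced each array to a normalized log2 value per probe set, for 31042 probe sets once 57 control probe sets were set aside. Of the probe sets, 20826 carried 1 gene symbol, 436 carried several and 9780 carried none. Of the 14217 genes named, 4525 had at least 2 probe sets, and the brightest, with the highest mean over the arrays, stood for the gene in tests of gene lists. limma was fitted to all 6 arrays with a threshold of 0.05 on the Benjamini-Hochberg adjusted p, and the rank product test of the methods was run on the 4 pairwise ratios of each comparison at a false discovery rate of 20%. The gene lists, tested with camera, and the rule for naming genes were written before the data were examined. The number of arrays limits the precision. Gimap5, the gene at the lyp locus, was at 5.68 ± 0.23 (log2, SD, n = 2) before hyperglycemia, 6.44 ± 0.02 in BBDR.+/+ and 5.81 ± 0.14 after hyperglycemia. Relative to BBDR.+/+ it fell by 0.76 before hyperglycemia (adjusted p = 0.0284 from limma) and fell by 0.63 after (adjusted p = 0.0191). The first call ended without BBDR.+/+ replicate 1 (fell by 0.77), BBDR.+/+ replicate 2 (fell by 0.74) or pre-hyperglycemia replicate 1 (fell by 0.59). The second ended without BBDR.+/+ replicate 1 (fell by 0.64), BBDR.+/+ replicate 2 (fell by 0.61) or post-hyperglycemia replicate 1 (fell by 0.53). Because a frameshift leaves the probed sequence in place, this probe set is no direct check of the genotype. The arrays also carry control probe sets at the 3' and 5' ends of the beta-actin and GAPDH transcripts, and a larger 3' minus 5' difference means less signal from the 5' end. For beta-actin the difference was 2.07 ± 0.05 (log2, SD, n = 2) after hyperglycemia, 1.42 ± 0.14 before and 1.24 ± 0.17 in BBDR.+/+. For GAPDH it was 1.35 ± 0.03, 0.61 ± 0.09 and 0.58 ± 0.20 in the same order.

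**Figure D1:**
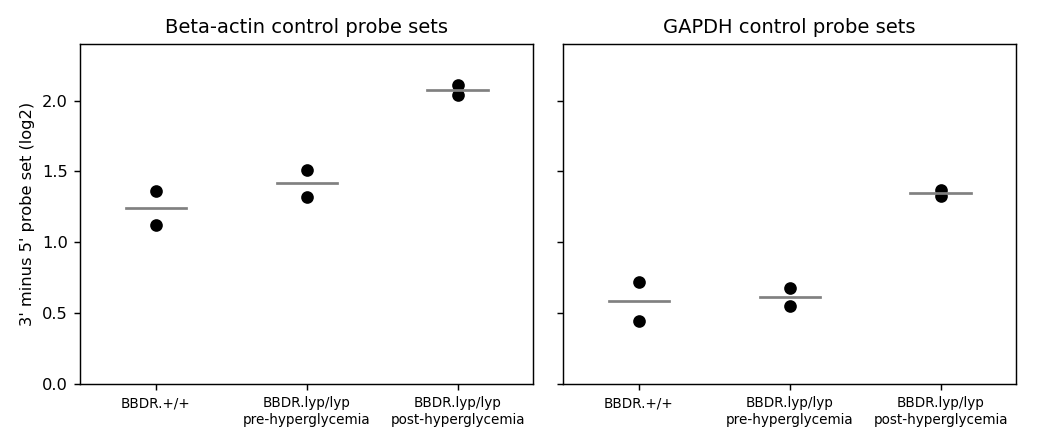
Signal of the 3' probe set minus that of the 5' probe set (log2, vertical axis) of the beta-actin (left) and GAPDH (right) controls in BBDR.+/+, BBDR.lyp/lyp pre-hyperglycemia and BBDR.lyp/lyp post-hyperglycemia. Points are arrays and lines are means of 2 arrays, which lie at 2.07 for beta-actin and 1.35 for GAPDH after hyperglycemia.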

We limited the gene expression analysis to comparing non-hyperglycemic (samples from 40 and 50 days of age in DP rats, and 40, 50, and 60 days of age in DR rats) and hyperglycemic rats (average age 60 days in DP rats). By separately comparing BBDR.^*lyp/lyp*^ pre-hyperglycemia with BBDR.^*lyp/lyp*^ post-hyperglycemia onset and BBDR.^*lyp/lyp*^ post-hyperglycemia onset with BBDR.^*lyp/+*^ and BBDR.^+/+^ of the same age (average 60 days), we reduced the risk of type I error. The data in Fig 2 display the most significantly altered genetic pathways according to functional classification. In addition to pathways related to inflammation, lipid metabolism was identified as one of the most significantly altered pathways.

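Log2 fold changes are given as BBDR.lyp/lyp post-hyperglycemia minus the compared group, as the deposited labels place the arrays. Cxcl1, a chemokine that attracts neutrophils, stood at 9.32 ± 0.29 (log2, SD, n = 2) after hyperglycemia, 8.11 ± 0.20 before and 6.65 ± 0.05 in BBDR.+/+. Its log2 fold change was 2.67 against BBDR.+/+ (SE 0.15, adjusted p = 6.46e-05 from limma) and 1.21 against pre-hyperglycemia (SE 0.15, adjusted p = 0.00361). S100a9 and S100a8, calcium-binding proteins of neutrophils and monocytes, rose by 1.46 and 1.29 against BBDR.+/+ (adjusted p = 6.33e-04 and 8.11e-04) but differed by -0.21 and 0.08 from pre-hyperglycemia, where limma did not call them. The 13 markers of neutrophils and monocytes went both ways against BBDR.+/+, with 3 higher and 2 lower at an unadjusted p under 0.05. Of 22 interferon response genes, 7 were higher than in BBDR.+/+, 1 was lower and 14 did not pass (13 higher and 1 lower adjusted over the list alone), with a median of 0.35. Among them were Usp18, which removes the ubiquitin-like ISG15 (0.69, adjusted p = 0.00447), the antiviral GTPases Mx1 (0.75) and Mx2 (0.64), and the transcription factor Irf7 (0.58). Usp18 passed with any array left out, whereas Mx1, Mx2 and Irf7 did not pass without BBDR.+/+ replicate 1 (0.73, 0.56 and 0.59), Mx1 and Irf7 not without BBDR.+/+ replicate 2 (0.77 and 0.56), Mx1 not without post-hyperglycemia replicate 2 (0.73) and Irf7 not without post-hyperglycemia replicate 1 (0.57). Against pre-hyperglycemia 0 of the 22 passed limma, 5 were higher at an unadjusted p under 0.05 and 0 by rank product, with a median of 0.11. Of 17 genes of Kupffer cells, the macrophages of the liver, 5 were higher than in BBDR.+/+ and 12 did not pass (10 higher and 1 lower adjusted over the list alone), with a median of 0.35 and, against pre-hyperglycemia, of 0.02. The scavenger receptor Cd163 rose by 0.73 (adjusted p = 0.00598), and did not pass without BBDR.+/+ replicate 2 (0.61). Of 17 acute phase genes, Lbp, which carries lipopolysaccharide, was higher than in BBDR.+/+ (0.72, adjusted p = 0.00483) and the C-reactive protein gene Crp was lower (-0.57, adjusted p = 0.0426). Crp did not pass without BBDR.+/+ replicate 2 (-0.39) or post-hyperglycemia replicate 1 (-0.49) or 2 (-0.64). Of 23 genes of fatty acid and triglyceride synthesis, 5 were lower than in BBDR.+/+ and 18 did not pass (1 higher and 8 lower adjusted over the list alone), with a median of -0.21 (-0.12 without BBDR.+/+ replicate 2), and 3 were higher than in pre-hyperglycemia (6 higher and 5 lower adjusted over the list alone), with a median of -0.06. The desaturase Scd, which makes oleate, was among both: -0.71 against BBDR.+/+ (adjusted p = 0.00654), not passing without BBDR.+/+ replicate 2 (-0.68), and 0.56 against pre-hyperglycemia (adjusted p = 0.0359), not passing with any of the 6 arrays left out (0.44 to 0.67). Of 25 genes of fatty acid oxidation, 0 passed limma against BBDR.+/+, 3 were lower at an unadjusted p under 0.05 and 0 by rank product, with a median of 0.02 and a mean of -0.02. Against pre-hyperglycemia 3 of the 25 were lower (4 adjusted over the list alone), with a median of -0.19, among them the mitochondrial fatty acid carrier Cpt1a (-0.85, adjusted p = 0.00361) and the peroxisomal enzyme Ehhadh (-0.75, adjusted p = 0.0323). Ehhadh did not pass without pre-hyperglycemia replicate 2 (-0.65), post-hyperglycemia replicate 1 (-0.51) or either BBDR.+/+ array (-0.75). With camera, the interferon and Kupffer cell genes against BBDR.+/+ gave adjusted p = 2.56e-06 and 4.61e-04 (both adjusted p = 0.317 with an estimated correlation), and the interferon genes against pre-hyperglycemia 0.0207 (adjusted p = 0.317 with an estimated correlation), which ended without pre-hyperglycemia replicate 1 (0.13) or post-hyperglycemia replicate 2 (0.09). The acute phase genes gave 0.867, fatty acid synthesis against BBDR.+/+ 6.11e-05 (adjusted p = 0.333 with an estimated correlation) and fatty acid oxidation against pre-hyperglycemia 2.18e-07 (adjusted p = 0.317 with an estimated correlation). The post-hyperglycemia arrays were also those with the least signal from the 5' end of the control transcripts, and with a covariate for it, added later, fatty acid synthesis (median 0.10) and Crp (0.59) turned to the opposite sign against BBDR.+/+. The interferon median against BBDR.+/+ was 0.19 with the covariate. The values of the covariate separated the post-hyperglycemia arrays from the rest, so a turned sign with it does not show a reversal.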

**Fig 2:**
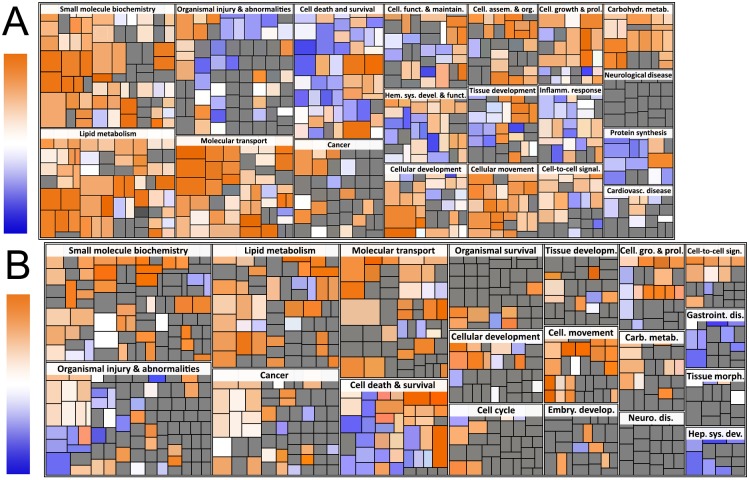
Functional classification of altered metabolic pathways in the hepatic transcriptome. The size of each rectangle is proportional to–log(p value) of the pathway that the rectangle represents. Red signifies upregulation, while blue signifies downregulation in hyperglycemic animals. (A) BBDR.^*lyp/lyp*^ post-hyperglycemia versus BBDR.^+/+^ rats of the same age. (B) BBDR.^*lyp/lyp*^ pre-hyperglycemia versus BBDR.^*lyp/lyp*^ post-hyperglycemia.

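Mug1, a protease inhibitor secreted by the liver, was at 9.34 ± 0.46 (log2, SD, n = 2) after hyperglycemia and 11.72 ± 0.35 in BBDR.+/+, a log2 fold change of -2.38 (SE 0.20, adjusted p = 3.69e-04 from limma). Acadsb, a mitochondrial enzyme of isoleucine breakdown, fell by 2.47 (SE 0.22, adjusted p = 3.98e-04). Other probe sets among those that fell most belonged to the ubiquitin ligase Nedd4 (-2.19), the fatty acid elongase Elovl5 (-2.13), the growth hormone receptor Ghr (-2.01) and the cell adhesion molecule Ceacam1 (-1.78). The brightest probe set of each of these last 4 genes did not pass, at 0.02, -0.23, -0.24 and -0.32. Other dimmer probe sets of Nedd4 (-1.25, -0.93 and -0.55) and Ceacam1 (-0.57) passed as lower, and another of Nedd4 (-0.37) did not. Fer1l5, of the ferlin family of membrane proteins, rose by 1.43 (adjusted p = 2.85e-04), and the mast cell protease Mcpt1 by 1.13 (adjusted p = 0.00145). The brightest probe set of the RNA-binding protein Igf2bp3 rose by 1.27 (adjusted p = 8.11e-04), whereas its other probe sets were at -0.11 and -0.15. The antiviral helicase Ddx60 rose by 1.48 (adjusted p = 0.00145). Of 26 cell cycle genes, 3 were higher and 23 did not pass (10 higher adjusted over the list alone), with a median of 0.24, and the proliferation marker Mki67 rose by 1.15 (adjusted p = 0.00125). Of 19 genes of cholesterol synthesis, 1 was higher (2 adjusted over the list alone), with a median of 0.22. Of 18 genes of amino acid catabolism, 3 were lower and 15 did not pass (6 lower adjusted over the list alone). Their median was -0.09, and -0.11 to -0.05 with any 1 array left out. Among the lower genes were the serine dehydratase Sds (-0.65, adjusted p = 0.0054) and the tyrosine aminotransferase Tat (-0.88, adjusted p = 0.0115). Without BBDR.+/+ replicate 2 neither Sds (-0.67) nor Tat (-0.75) passed, nor did Tat without post-hyperglycemia replicate 1 (-0.67), and with a covariate for the 5' signal of the control transcripts, added later, Tat changed sign (0.32). camera gave adjusted p = 0.0012, 0.00108 and 6.9e-04 for the cell cycle, cholesterol and amino acid lists, and adjusted p = 0.317 with an estimated correlation for each of the 3. limma called 1599 probe sets, 587 higher and 1012 lower, or 1220 higher and 833 lower with the arrays centred on ribosomal protein genes. The post-hyperglycemia arrays had the least 5' signal, and with that covariate limma called 0, with 2171 at an unadjusted p under 0.05. The count was 734 without BBDR.+/+ replicate 1, 291 without BBDR.+/+ replicate 2, 896 without post-hyperglycemia replicate 1 and 1025 without post-hyperglycemia replicate 2. Rank product called 202 higher and 546 lower, 748 in all. With 1 array left in a group, its calls were mostly higher for a lone BBDR.+/+ array and mostly lower for a lone post-hyperglycemia array. The other comparisons split in the same way, by the group left with 1 array. These splits therefore cannot show a direction of change. Of the brightest probe sets, 383 were higher and 194 were lower by limma, and 121 higher and 135 lower by rank product.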

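Dab1, an adaptor protein of lipoprotein receptors, was at 6.49 ± 0.08 (log2, SD, n = 2) after hyperglycemia and 5.38 ± 0.08 before, a log2 fold change of 1.11 (SE 0.10, adjusted p = 0.00127 from limma). Cyp3a9, a cytochrome P450 that oxidizes steroids, rose by 1.04 (adjusted p = 0.00182), the clock repressor Nr1d1 by 1.11 (adjusted p = 0.00328) and the glycolysis regulator Pfkfb1 by 0.86 (adjusted p = 0.00442). Each of these 4 passed with any array left out. The alcohol dehydrogenase Adh4 fell by 0.82 (adjusted p = 0.00361) and passed with any array left out. None of Dab1 (0.05), Cyp3a9 (-0.16), Nr1d1 (-0.44), Pfkfb1 (0.24) and Adh4 (-0.38) passed against BBDR.+/+. In the growth hormone and IGF axis, 3 of 11 genes were lower than in pre-hyperglycemia (6 lower adjusted over the list alone). The other 8 did not pass, and the median was -0.33. The lower genes included Socs2, a feedback inhibitor that growth hormone induces (-1.18, adjusted p = 0.00605), and the IGF carrier Igfbp2 (-0.85, adjusted p = 0.00642), which did not pass without pre-hyperglycemia replicate 2 (-0.74). Socs2 and Igfbp2 were at -0.14 and 0.37 against BBDR.+/+ and did not pass there. The same axis had a median of -0.20 against BBDR.+/+, with 2 genes lower, and its camera call (adjusted p = 0.317 with an estimated correlation) ended without post-hyperglycemia replicate 1 (-0.15). With a covariate for the 5' signal of the control transcripts, added later, that median was -0.22 and the list turned to higher relative to the other genes without passing. Of 19 targets of PPAR alpha, the receptor that turns on fatty acid oxidation, 5 were lower and 14 did not pass, with a median of -0.11, whereas 1 was higher and 1 lower against BBDR.+/+ (median 0.04). Among the 26 cell cycle genes 2 were lower (9 adjusted over the list alone), with a median of -0.27. The 5 markers of erythroid cells had a median of -0.33, with 0 passed by limma, 3 lower at an unadjusted p under 0.05 and 0 by rank product (camera adjusted p = 1.99e-04, adjusted p = 0.317 with an estimated correlation) and 2 of 16 markers of stellate cells were lower, with a median of -0.13 (camera adjusted p = 0.00347, adjusted p = 0.374 with an estimated correlation), the latter call ending without post-hyperglycemia replicate 1 (-0.04). The 2 lower cell cycle genes were Ccnb1 (-0.67, adjusted p = 0.0113), a cyclin, and its kinase Cdk1 (-0.63, adjusted p = 0.026). Ccnb1 did not pass without pre-hyperglycemia replicate 2 (-0.66) or post-hyperglycemia replicate 1 (-0.61), and Cdk1 not without any array of this comparison (-0.57 to -0.68), while the covariate brought Cdk1 to 0.03. The 19 cholesterol synthesis genes had a median of -0.09, with 0 passed by limma, 5 lower at an unadjusted p under 0.05 and 0 by rank product, and their camera call (adjusted p = 0.0168, adjusted p = 0.317 with an estimated correlation) ended without pre-hyperglycemia replicate 1 (-0.14) or post-hyperglycemia replicate 1 (-0.04). camera gave adjusted p = 2.4e-06 for the growth hormone axis, 5.69e-04 for PPAR alpha and 4.39e-08 for the cell cycle (adjusted p = 0.317 with an estimated correlation for each). limma called 677 probe sets, 223 higher and 454 lower, or 475 higher and 298 lower with the arrays centred on ribosomal protein genes, and with the covariate 0, with 2186 at an unadjusted p under 0.05. The count was 112 without pre-hyperglycemia replicate 2, 207 without post-hyperglycemia replicate 1 (106 higher and 101 lower) and 413 without either BBDR.+/+ array. Rank product called 153 higher and 387 lower, 540 in all. Its calls were mostly higher with a lone pre-hyperglycemia array and mostly lower with a lone post-hyperglycemia array. This split followed the group left with 1 array and cannot show a direction of change. Of the brightest probe sets, 103 were higher and 98 were lower by limma, so the excess of lower calls was not seen there by limma. Rank product kept an excess on them, with 83 higher and 115 lower.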

To further characterize changes in hepatic gene expression related to lipid metabolism, functional annotations subsumed under *lipid metabolism* were identified in IPA. Results with consistent activation scores in both BBDR.^*lyp/lyp*^ pre-hyperglycemia versus during hyperglycemia and BBDR.^*lyp/lyp*^ during hyperglycemia versus BBDR.^*lyp/+*^ and BBDR.^*+/+*^ at the same age are displayed in Table 2 (p value for both, independent analyses < 0.006).

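The genes of Table 2 were selected by the study from these comparisons, so their calls here are not independent evidence. By their brightest probe sets, 79 of them could be tested. Against BBDR.+/+, 4 were higher, 11 were lower and 64 did not pass (8 higher and 18 lower adjusted over the list alone). The median was -0.09, and -0.09 to -0.05 with any 1 array left out. Against pre-hyperglycemia, 13 were higher, 18 were lower and 48 did not pass (13 higher and 25 lower adjusted over the list alone), with a median of -0.14. Counted over any probe set of a gene, 51 had a lower probe set in each comparison, and 40 in both. Of the 15 genes under oxidation of fatty acid, 3 were lower than in BBDR.+/+ (median -0.09, and -0.11 to -0.05 with any 1 array left out). Against pre-hyperglycemia 6 of the 15 were lower and 1 higher (median -0.23). Acox3, which starts the peroxisomal oxidation of branched fatty acids, was at 7.35 ± 0.41 (log2, SD, n = 2) after hyperglycemia, 8.32 ± 0.01 before and 8.59 ± 0.17 in BBDR.+/+. Its log2 fold change was -1.23 against BBDR.+/+ (SE 0.17, adjusted p = 0.00252 from limma), ending without BBDR.+/+ replicate 2 (-1.12). Against pre-hyperglycemia it was -0.97 (adjusted p = 0.0169), ending without pre-hyperglycemia replicate 2 (-0.96) or post-hyperglycemia replicate 1 (-0.67). Of the 18 genes under hepatic steatosis, 3 were lower and 1 higher than in BBDR.+/+ (median -0.11), and 5 were lower and 2 higher than in pre-hyperglycemia (median -0.22). One of those lower than in pre-hyperglycemia was Cd14, a receptor for lipopolysaccharide (-0.99, adjusted p = 0.00679), which did not pass without pre-hyperglycemia replicate 2 (-0.84) or post-hyperglycemia replicate 1 (-0.88). Fatty acid metabolism (39 genes) had 5 lower and 34 not passed against BBDR.+/+, and 12 lower and 5 higher against pre-hyperglycemia, with medians of -0.16 and -0.20. The first of these medians was -0.16 to -0.11 with any 1 array left out. Synthesis of lipid (38 genes) had 3 lower and 1 higher against BBDR.+/+, and 11 lower and 10 higher against pre-hyperglycemia, with medians of -0.15 and -0.18. camera gave adjusted p = 1.23e-04 against BBDR.+/+ (adjusted p = 0.317 with an estimated correlation) and 4.11e-04 against pre-hyperglycemia (adjusted p = 0.317 likewise) for all genes of the table. At its preset correlation camera also called the 4 annotations lower in both comparisons, but not with an estimated correlation (adjusted p = 0.317 to 0.405). With a covariate for the 5' signal of the control transcripts, added later, 3 of the 4 turned direction in both comparisons, all but fatty acid metabolism, and so did the whole table (medians 0.06 and -0.04, the second relative to the other genes). Of these calls, synthesis of lipid against pre-hyperglycemia (adjusted p = 0.0256) ended without pre-hyperglycemia replicate 2 (-0.19) or post-hyperglycemia replicate 1 (-0.14).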

**Table 2:** Functional annotation of pathways consistently upregulated within *lipid metabolism* in both BBDR.^*lyp/lyp*^ pre-hyperglycemia versus post-hyperglycemia and BBDR.^*lyp/lyp*^ post-hyperglycemia versus BBDR.^*lyp/+*^ and BBDR.^*+/+*^ at the same age, with their associated genes.

Functional annotation	Activation score	Genes
Hepatic steatosis	Negative	*Acaca*, *Adk*, *Agtr1*, *Bhlhe40*, *Cav1*, *Ccnd1*, *Cd14*, *Cd36*, *Cdkn1a*, *Cpt1a*, *Dusp1*, *Ehhadh*, *Elovl5*, *G6pc*, *Ghr*, *Gpd1*, *Ifnar1*, *Lrp6*, *Mut*, *Por*
Transport of lipid	Positive	*Abcb1b*, *Abcb4*, *Abcg8*, *App*, *Canx*, *Cav1*, *Cd14*, *Cd36*, *Cpt1a*, *Crot*, *Cyp7a1*, *Gdf15*, *Ghr*, *Osbpl1a*, *Reln*, *Scarb1*, *Slc9a3r1*, *Slco1a4*, *Slco2a1*
Transport of steroid	Positive	*Abcb1b*, *Akr1c4*, *Apoe*, *App*, *Canx*, *Cav1*, *Cd36*, *Msn*, *Osbp*, *Osbpl1a*, *Reln*, *Rhoa*, *S100a8*, *S100a9*, *Scarb1*, *Scd*, *Slc9a3r1*, *Slco1a4*, *Slco1b3*, *Srebf1*
Oxidation of lipid	Positive	*Acaca*, *Acacb*, *Acadsb*, *Acox3*, *Adh4*, *Akt2*, *App*, *Cd36*, *Cpt1a*, *Crot*, *Ehhadh*, *Gcdh*, *Ide*, *Lrpprc*, *Por*, *Scarb1*, *Slco2a1*
Transport of sterol	Positive	*Abcb1b*, *Apoe*, *App*, *Canx*, *Cav1*, *Cd36*, *Msn*, *Osbp*, *Osbpl1a*, *Reln*, *Rhoa*, *S100a8*, *S100a9*, *Scarb1*, *Scd*, *Slc9a3r1*, *Srebf1*
Oxidation of fatty acid	Positive	*Acaca*, *Acacb*, *Acadsb*, *Acox3*, *Adh4*, *Akt2*, *Cd36*, *Cpt1a*, *Crot*, *Ehhadh*, *Gcdh*, *Ide*, *Lrpprc*, *Por*, *Slco2a1*
Export of lipid	Positive	*Apoe*, *App*, *Canx*, *Cav1*, *Cd36*, *Crot*, *Ghr*, *Msn*, *Reln*, *Rhoa*, *S100a8*, *S100a9*, *Scarb1*, *Scd*, *Srebf1*
Efflux of cholesterol	Positive	*Abcb4*, *Abcg8*, *App*, *Canx*, *Cav1*, *Cd36*, *Cyp7a1*, *Gdf15*, *Reln*, *Scarb1*
Efflux of lipid	Positive	*Abcb4*, *Abcg8*, *App*, *Canx*, *Cav1*, *Cd14*, *Cd36*, *Cyp7a1*, *Gdf15*, *Ghr*, *Reln*, *Scarb1*
Synthesis of steroid	Positive	*Abcg8*, *Agtr1*, *App*, *Atp1a1*, *Bre*, *Cav1*, *Cyp39a1*, *Cyp7a1*, *G6pc*, *Gdf15*, *Igfbp2*, *Il1a*, *Inhba*, *Nr1d1*, *Por*, *Prlr*, *Scarb1*, *Sec14l2*, *Slc9a3r1*, *Wnt4*
Fatty acid metabolism	Positive	*Abat*, *Abcb1b*, *Abcb4*, *Abcg8*, *Acaca*, *Acacb*, *Acadsb*, *Acot12*, *Acot2*, *App*, *Asah1*, *Canx*, *Cav1*, *Cd14*, *Cd36*, *Cpt1a*, *Crot*, *Cxcl12*, *Cyp7a1*, *Dab1*, *Ehhadh*, *Elovl5*, *Elovl6*, *Far1*, *Gcdh*, *Gdf15*, *Ghr*, *Gnai3*, *Hnf4a*, *Il1a*, *Lyn*, *Mapk9*, *Mgll*, *Osbpl1a*, *Por*, *Reln*, *Scarb1*, *Sgpl1*, *Slc9a3r1*, *Slco1a4*, *Slco2a1*
Concentration of cholesterol	Positive	*Abcb4*, *Abcg8*, *Acacb*, *App*, *Atp1a1*, *Cav1*, *Cd36*, *Cdkn1a*, *Cyp7a1*, *Dicer1*, *Dusp1*, *Entpd5*, *G6pc*, *Ghr*, *Gulo*, *Hnf4a*, *Mgll*, *Nampt*, *Por*, *Rab7a*, *Scarb1*, *Sec14l2*, *Sigmar1*
Synthesis of lipid	Positive	*Abat*, *Abcb1b*, *Abcg8*, *Acaca*, *Acacb*, *Adh4*, *Agtr1*, *App*, *Arf1*, *Asah1*, *Atp1a1*, *Bre*, *Cav1*, *Cd14*, *Cd36*, *Cxcl12*, *Cyp26a1*, *Cyp39a1*, *Cyp7a1*, *Dab1*, *Elovl5*, *Elovl6*, *Far1*, *G6pc*, *Gcdh*, *Gdf15*, *Ghr*, *Gnai3*, *Hnf4a*, *Igfbp2*, *Il1a*, *Inhba*, *Lyn*, *Mapk9*, *Nr1d1*, *Pi4k2a*, *Por*, *Prlr*, *Scarb1*, *Sec14l2*, *Sgpl1*, *Slc6a6*, *Slc9a3r1*, *Wnt4*
Concentration of sterol	Positive	*Abcb4*, *Abcg8*, *Acacb*, *App*, *Atp1a1*, *Cav1*, *Cd36*, *Cdkn1a*, *Cyp7a1*, *Dicer1*, *Dusp1*, *Entpd5*, *G6pc*, *Ghr*, *Gulo*, *Hnf4a*, *Mgll*, *Nampt*, *Por*, *Rab7a*, *Scarb1*, *Sec14l2*, *Sgpl1*, *Sigmar1*, *Slc9a3r1*
Secretion of lipid	Positive	*Abat*, *Abcb4*, *Abcg8*, *Asah1*, *Bhlhe40*, *Cd36*, *Ctnnb1*, *Cyp7a1*, *Il1a*, *Inhba*, *Mapk9*, *Mgll*, *Scarb1*

Cellular signaling pathways potentially regulating hepatic gene expression were identified through IPA canonical pathway analysis. The ten pathways most significantly altered pathways in each comparison (including only those that were consistently and significantly differentially expressed in both comparisons) are displayed in Table 3.

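Of 24 genes of AMP-activated protein kinase signalling, 1 was lower than in BBDR.+/+, and 2 were lower and 1 was higher than in pre-hyperglycemia (5 lower and 1 higher adjusted over the list alone). Prkaa2, the catalytic alpha 2 subunit of the kinase, was at 7.53 ± 0.01 (log2, SD, n = 2) after hyperglycemia, 8.13 ± 0.11 before and 7.77 ± 0.02 in BBDR.+/+. Its log2 fold change against pre-hyperglycemia was -0.60 (SE 0.10, adjusted p = 0.0169 from limma), and did not pass without pre-hyperglycemia replicate 2 (-0.52) or post-hyperglycemia replicate 1 (-0.60) or 2 (-0.59). The list's median was -0.03 against BBDR.+/+ and 0.03 against pre-hyperglycemia, where its mean was -0.06 (camera adjusted p = 0.0536 and 0.42). Of 40 genes of PI3K/Akt and p70S6K signalling, 1 was higher and 1 lower than in BBDR.+/+, and 1 was higher than in pre-hyperglycemia, with medians of 0.02 and 0.00 (camera adjusted p = 0.995 and 0.952). The cell cycle inhibitor Cdkn1a was the higher gene in both comparisons (0.79, adjusted p = 0.00219, and 0.77, adjusted p = 0.00605), whichever array was left out. The lower gene was Pik3r1, the regulatory subunit of the kinase (-0.58, adjusted p = 0.0231), which did not pass without BBDR.+/+ replicate 1 (-0.60) or 2 (-0.55) or post-hyperglycemia replicate 2 (-0.41). The insulin receptor substrate Irs2 did not pass in either comparison (-0.12 and -0.48). Of 17 targets of the pregnane X and constitutive androstane receptors, 1 was higher and 1 was lower than in pre-hyperglycemia (1 higher and 6 lower adjusted over the list alone), with a median of -0.19 (camera adjusted p = 0.00115, adjusted p = 0.317 with an estimated correlation). The higher one was the cytochrome Cyp3a9. Against BBDR.+/+ limma passed 0 of the 17, 1 was higher at an unadjusted p under 0.05 and 0 by rank product. The median there was -0.08 (camera adjusted p = 0.0348, adjusted p = 0.389 with an estimated correlation), and the call ended without BBDR.+/+ replicate 2 (-0.06) or post-hyperglycemia replicate 1 (-0.05). It also turned to higher, without passing, with a covariate for the 5' signal of the control transcripts, added later (median 0.04).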

**Table 3:** Ten most significantly differentially expressed canonical pathways in BBDR.^*lyp/lyp*^ post-hyperglycemia versus BBDR.^*lyp/+*^ and BBDR.^*+/+*^ and BBDR.^*lyp/lyp*^ post-hyperglycemia versus BBDR.^*lyp/lyp*^ pre-hyperglycemia.

*+/+* versus *lyp/lyp* pathways	-log(p-value)	z-score	*lyp/lyp* pre- versus post-hyperglycemia	-log(p value)	z-score
Chemokine receptor type 4 Signaling	3.35	3.207	AMP-activated protein kinase signaling	3.95	-0.632
Hypoxia signaling in the cardiovascular system	3.34	Activity pattern unavailable	Remodeling of epithelial adherens junctions	3.63	1.89
Pregnane X receptor/ retinoid X receptor activation	3.23	Activity pattern unavailable	Phosphoinositide 3-kinase/Akt signaling	3.47	1.265
Epithelial adherens junction signaling	3.17	Activity pattern unavailable	Wnt/β-catenin signaling	2.96	1
Fcγ receptor-mediated phagocytosis in macrophages and monocytes	3.12	1.508	Epithelial adherens junction signaling	2.90	Activity pattern unavailable
Production of nitric oxide and reactive oxygen species in macrophages	2.90	1.807	p70S6K signaling	2.82	1
AMP-activated protein kinase signaling	2.88	-0.577	Pyridoxal 5'-phosphate salvage pathway	2.75	Activity pattern unavailable
Signaling by rho family GTPases	2.87	3.873	Pregnane X receptor/ retinoid X receptor activation	2.13	Activity pattern unavailable
Phosphoinositide 3-kinase/Akt signaling	2.80	2.309	Rho GDP-dissociation inhibitor signaling	1.90	-1.89
Inhibition of angiogenesis by thrombospondin 1	2.75	2.449	Production of nitric oxide and reactive oxygen species in macrophages	1.88	0.632

### Insulin and glucose regulator effects

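Of 14 genes that insulin induces in liver, 5 were lower than in BBDR.+/+ and 9 did not pass (6 lower adjusted over the list alone), with a median of -0.24. Against pre-hyperglycemia 3 were higher and 11 did not pass (5 higher adjusted over the list alone), with a median of 0.11. Elovl6, which lengthens palmitate, was at 9.92 ± 0.01 (log2, SD, n = 2) after hyperglycemia, 9.32 ± 0.05 before and 10.18 ± 0.18 in BBDR.+/+. Its log2 fold change against pre-hyperglycemia was 0.60 (SE 0.11, adjusted p = 0.0246 from limma), not passing without any of that comparison's 4 arrays (0.57 to 0.64), and -0.27 against BBDR.+/+ (adjusted p = 0.228). Srebf1, the transcription factor through which insulin turns on lipid synthesis, was at -0.54 against BBDR.+/+ (adjusted p = 0.039), not passing without BBDR.+/+ replicate 1 (-0.67) or 2 (-0.41) or post-hyperglycemia replicate 1 (-0.44) or 2 (-0.64). Of 11 genes that insulin represses, 1 was lower than in BBDR.+/+ (2 higher and 1 lower adjusted over the list alone), with a median of -0.04, and 2 were lower than in pre-hyperglycemia (6 lower adjusted over the list alone), with a median of -0.37. Of 11 genes of gluconeogenesis, which insulin also restrains, 2 were lower than in BBDR.+/+ and 9 did not pass, with a median of -0.12 (-0.05 without post-hyperglycemia replicate 2), and the median against pre-hyperglycemia was -0.04. Those 2 were amino acid enzymes that feed the pathway. With camera, the genes that insulin induces gave adjusted p = 4.77e-05 against BBDR.+/+ (adjusted p = 0.334 with an estimated correlation) and 0.101 against pre-hyperglycemia. The genes that it represses gave 0.857 and 0.00189 (adjusted p = 0.317 with an estimated correlation for the latter), and gluconeogenesis gave 0.0103 against BBDR.+/+ (adjusted p = 0.317 with an estimated correlation). The post-hyperglycemia arrays had less 5' signal in the control transcripts, and with a covariate for it, added later, the insulin-induced genes had a median of 0.20 against BBDR.+/+ and Srebf1 was at 0.39. The gluconeogenesis list, at -0.01 with it, turned to higher relative to the other genes without passing.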

We had hypothesized that altered hepatic lipid metabolism is caused by the absence of insulin, and insulin was identified by IPA in both comparisons as a differentially expressed upstream regulator of the observed patterns of hepatic gene expression. Genes regulated by insulin were therefore identified in IPA. The same was done for genes regulated by glucose, which is the obvious metabolic perturbation in the BBDR.^*lyp/lyp*^ rats. 

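Of 23 genes listed in IPA as regulated by insulin or glucose that the study selected, 20 had a probe set listed for that gene alone, which Actb, G6pc and Abcb1b did not. They were selected from the same arrays, so their calls are not independent evidence. Rank product called all 20 in both comparisons, 19 lower and 1 higher after hyperglycemia, and limma called 18, without Cap1 and Txnrd1. The higher gene was the cell cycle inhibitor Cdkn1a, at 8.78 ± 0.05 (log2, SD, n = 2) after hyperglycemia, 8.01 ± 0.06 before and 7.99 ± 0.09 in BBDR.+/+. Cd36, which takes up fatty acids, had a log2 fold change of -0.93 against BBDR.+/+ (SE 0.15, adjusted p = 0.00661 from limma) and -0.78 against pre-hyperglycemia (adjusted p = 0.0285). The first call ended without BBDR.+/+ replicate 2 (-0.82), and the second without pre-hyperglycemia replicate 2 (-0.64), post-hyperglycemia replicate 1 (-0.58) or either BBDR.+/+ array (-0.78). Acot12, an acetyl-CoA hydrolase of the liver, was at -0.78 (adjusted p = 0.00195) and -0.68 (adjusted p = 0.008), the second ending without pre-hyperglycemia replicate 2 (-0.71). The post-hyperglycemia arrays had the least 5' signal in the control transcripts. With a covariate for it, added later, the listed probe sets of 11 genes changed sign against BBDR.+/+ and of 9 against pre-hyperglycemia. Cd36 (0.12 and 0.13) and Scarb1 (0.55 and 0.07) were among both. Over the 324 probe sets that limma called lower in both comparisons, the median SE against BBDR.+/+ went from 0.13 to 0.42 with the covariate. These turned signs therefore do not show a reversal. Cdkn1a, Acot12 and Cd36 were called on their brightest probe set, and the other 17 on a dimmer one. For Acot12 and Cd36 it was the only probe set listed for that gene alone, so no other could be compared. Dusp1, a phosphatase that inactivates MAP kinases, was at -2.02 and -1.37 on its called probe set and at -0.51 (adjusted p = 0.0169) and -0.22 on the brightest. Gpd1, which makes glycerol phosphate for triglycerides, was at -1.26 and -0.80 on the called probe set and at -0.09 and 0.20 on the brightest. The insulin-degrading enzyme Ide was at -1.09 and -0.72, against -0.09 and -0.03 on the brightest. Over the 17 genes, the median against BBDR.+/+ was -1.05 on the called probe sets, whose mean log2 value had a median of 8.26, and -0.09 on the brightest, whose median was 10.8. By limma 0 of these 17 were lower in both comparisons on the brightest probe set, with 3 at an unadjusted p under 0.05 and 0 by rank product. Only Dusp1 passed against BBDR.+/+ on its brightest probe set, and did not pass without BBDR.+/+ replicate 1 (-0.46) or 2 (-0.56) or post-hyperglycemia replicate 1 (-0.50) or 2 (-0.51). With any 1 array left out, limma still called the listed probe sets of Agtr1a, App, Canx, Dusp1, Gclc, Glul, Ide and Uqcrc2 against BBDR.+/+, and of Glul against pre-hyperglycemia. Most of the other calls on these probe sets ended without BBDR.+/+ replicate 2 (Gcdh -0.95, Gpd1 -1.003, Sec61a1 -0.88, Txnrd1 -1.08), or, against pre-hyperglycemia, without pre-hyperglycemia replicate 2 (Canx -0.78, Scarb1 -0.85, Agtr1a -0.81, Uqcrc2 -0.95). Of the lists, the insulin genes had a median of -0.22 against BBDR.+/+ and -0.23 against pre-hyperglycemia by brightest probe set (camera adjusted p = 5.69e-04 and 4.61e-04, both adjusted p = 0.317 with an estimated correlation), and the glucose genes -0.08 and -0.06 (0.269 and 0.181).

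**Figure D2:**
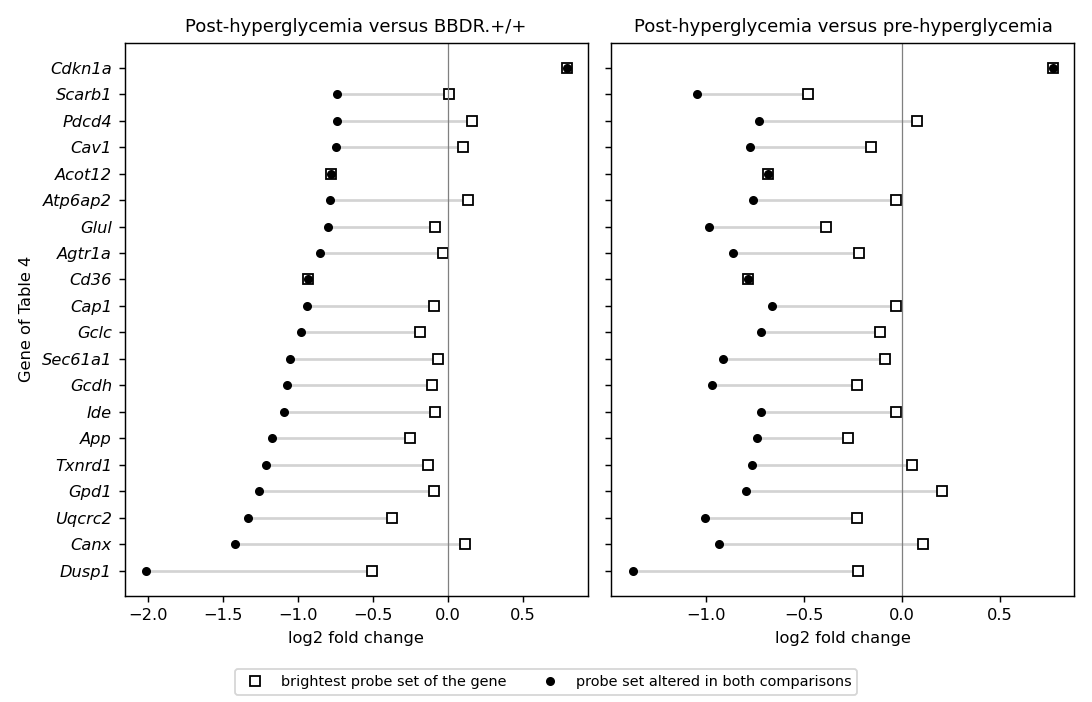
Log2 fold change (horizontal axis) of 20 genes regulated by insulin or glucose (vertical axis) in BBDR.lyp/lyp post-hyperglycemia versus BBDR.+/+ (left) and versus pre-hyperglycemia (right). Filled circles are the probe set altered in both comparisons and open squares the brightest probe set of the gene, which coincide for Cdkn1a, Acot12 and Cd36. Acot12 and Cd36 had no other probe set listed for that gene alone.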

Genes that are regulated by insulin and/or glucose and are significantly altered in BBDR.^*lyp/lyp*^ before and after the onset of hyperglycemia as well as in BBDR.^*lyp/lyp*^ post-hyperglycemia compared to BBDR.^*lyp/+*^ and BBDR.^*+/+*^ at the corresponding age are displayed in Table 4. Genes that overlap with the canonical pathways listed in Table 2 are noted. 

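Cd36, which takes up fatty acids, Scarb1, the receptor for high density lipoprotein, and Cdkn1a stand among both the insulin-regulated genes of Table 4 and the lipid genes of Table 2. The brightest probe set of Scarb1 had a log2 fold change of 0.01 against BBDR.+/+ and -0.48 against pre-hyperglycemia (adjusted p = 0.0499 from limma). Another insulin-regulated gene is printed as Agtr1a, the angiotensin receptor of type 1a, in one table and as Agtr1 in the other. The hypergeometric probability of the overlap was computed again from the printed symbols and the paper's totals. It was 0.00334 for the symbols as printed, with 3.16 shared genes expected by chance, and 4.62e-04 with Agtr1 and Agtr1a taken as the same gene, which made 9 shared. Table 2 holds 87 different symbols, and with that number of lipid genes the probability was 0.00466.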

8 of the 12 genes regulated by insulin were also independently identified in the functional notation analysis (p value for the overlap = 0.0033, calculated as the hypergeometric probability). 

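Glul, the glutamine synthetase of hepatocytes around the central vein and a glucose-regulated gene of Table 4, had a log2 fold change of -0.80 against BBDR.+/+ (SE 0.11, adjusted p = 0.00216 from limma) and -0.98 against pre-hyperglycemia (adjusted p = 0.00274) on its called probe set. Its other probe sets were at 0.23 and -0.08 against BBDR.+/+ and at 0.02 and -0.39 against pre-hyperglycemia, the second of each pair being the brightest, and did not pass. Canx, a chaperone of the endoplasmic reticulum, was at -1.42 (adjusted p = 0.00103) and -0.93 (adjusted p = 0.0157), the second call ending without pre-hyperglycemia replicate 2 (-0.78) or post-hyperglycemia replicate 1 (-0.74), and its brightest probe set was at 0.12 and 0.11. The second value of the called Canx probe set changed sign (0.14) with the covariate for the 5' signal of the control transcripts, added later. For the glucose-regulated genes, 4.48 lipid genes were expected by chance, and the same calculation gave a probability of 0.0487. It gave 0.015 with Agtr1 and Agtr1a taken as the same gene, and 0.0634 with the number of different symbols in Table 2.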

8 of 17 genes regulated by glucose were identified in the functional notation analysis (p = 0.048). The relationship between the total genes analyzed, the significantly altered genes, the genes related to lipid metabolism, the genes regulated by insulin, and the genes regulated by glucose are visualized in Fig 3.

**Table 4:** Genes consistently altered in both in BBDR.^*lyp/lyp*^ before versus after the onset of hyperglycemia and in BBDR.^*lyp/lyp*^ post-hyperglycemia versus to BBDR.^*lyp/+*^ and BBDR.^*+/+*^ that are regulated by insulin and/or glucose.

Gene	Insulin p = 1.27E-4	D-glucose p = 3.17E-3	Fold change BBDR.^*lyp/lyp*^ before and after hyperglycemia onset	Fold change BBDR.^*lyp/lyp*^ versus BBDR.^*+/+*^	Found in altered functional annotation?
*Cd36*	Yes	Yes	1.7	1.9	Yes
*Cdkn1a*	Yes	Yes	-1.7	-1.7	Yes
*Actb*	Yes	Yes	1.7	2.0	No
*G6pc*	Yes	Yes	2.0	2.0	Yes
*Agtr1a*	Yes	Yes	1.8	1.8	No
*Uqcrc2*	Yes	Yes	2.0	2.5	No
*App*	Yes	No	1.7	2.3	Yes
*Ide*	Yes	No	1.6	2.1	Yes
*Acot12*	Yes	No	1.6	1.7	Yes
*Gclc*	Yes	No	1.6	2.0	No
*Scarb1*	Yes	No	2.1	1.7	Yes
*Dusp1*	Yes	No	2.6	4.0	Yes
*Canx*	No	Yes	1.9	2.7	Yes
*Atp6ap2*	No	Yes	1.7	1.7	No
*Cap1*	No	Yes	1.6	1.9	No
*Gcdh*	No	Yes	1.6	1.9	Yes
*Pdcd4*	No	Yes	1.7	1.7	No
*Txnrd1*	No	Yes	1.7	2.3	No
*Abcb1b*	No	Yes	1.8	1.7	Yes
*Cav1*	No	Yes	1.7	1.7	Yes
*Gpd1*	No	Yes	1.7	2.4	Yes
*Sec61a1*	No	Yes	1.9	2.0	No
*Glul*	No	Yes	2.0	1.7	No

**Fig 3:**
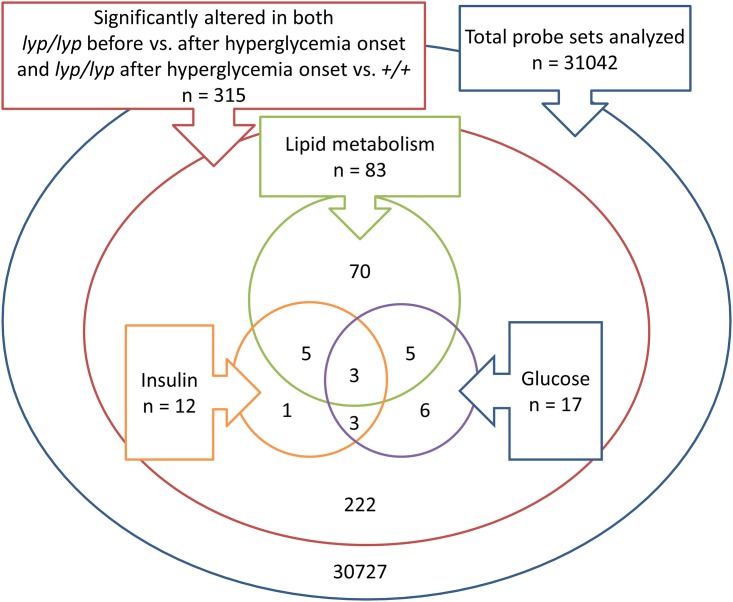
Of all the probe sets analyzed (n = 31,042), 315 were altered in a consistent direction when comparing BBDR.^*lyp/lyp*^ before hyperglycemia with BBDR.^*lyp/lyp*^ after hyperglycemia and BBDR.^*lyp/lyp*^ after hyperglycemia with BBDR.^*lyp/+*^ and BBDR.^+/+^ at the same age. Of these 315 genes, 83 were identified in pathways related to lipid metabolism. 12 of the 315 the genes were regulated by insulin, of which 8 overlapped with the 83 genes related to lipid metabolism. 17 of the 315 genes were regulated by glucose, of which 8 overlapped with the 83 genes related to lipid metabolism.

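Rank product called 313 probe sets in both comparisons in the same direction, 47 higher and 266 lower after hyperglycemia. limma called 406, of which 82 were higher and 324 were lower, and 6 more were called in opposite directions. The 2 tests shared 258 probe sets, 40 higher and 218 lower. With the arrays centred on ribosomal protein genes limma called 210 higher and 222 lower. Fer1l5, a ferlin, was higher in both (1.43 and 1.39, adjusted p = 2.85e-04 and 0.00127 from limma), as was Ddx60, whose second call (0.83) ended without either BBDR.+/+ array (0.83), post-hyperglycemia replicate 1 (1.03) or 2 (0.63), or pre-hyperglycemia replicate 2 (0.56). Mug1, the secreted protease inhibitor, was lower in both on the only probe set listed for it alone, the second log2 fold change being -1.80 (SE 0.20, adjusted p = 0.00294). Ceacam1, Elovl5, Ghr and Nedd4 were lower in both on a dimmer probe set, with log2 fold changes against pre-hyperglycemia of -1.38, -1.58, -1.09 and -1.55. The call on Ghr there ended without pre-hyperglycemia replicate 2 (-1.01) or post-hyperglycemia replicate 1 (-0.83). Other dimmer probe sets of Nedd4 (-0.79 and -0.88 against pre-hyperglycemia) and Ceacam1 (-0.48) were lower in both by limma, but not the remaining ones of Nedd4. The post-hyperglycemia arrays also had the least 5' signal in the control transcripts, and with a covariate for it, added later, Elovl5 (0.17) and Ghr (0.11) changed sign against pre-hyperglycemia, and the lower probe sets had a median of -0.36 (SE 0.42) against BBDR.+/+ in place of -0.89 (SE 0.13), with 0 of them passed by limma and 34 lower in both at an unadjusted p under 0.05 (218 by rank product, which took no covariate). Cpt1a, the fatty acid carrier, was lower in both on a dimmer probe set (-1.13 and -1.43), but not against BBDR.+/+ on its brightest (-0.04). Of the 324 lower probe sets, 33 were the brightest of their gene, genes with 1 probe set included. A further 233 genes had a brighter probe set, with a median of 0.00 against BBDR.+/+, where the called probe sets had -0.90. By limma 0 of these 233 brightest probe sets were lower in both, with 23 at an unadjusted p under 0.05 and 0 by rank product. That count leaves out genes lower only on their brightest probe set. With those included, 7 of 240 genes were lower in both on the brightest by limma, and 3 by rank product. Of the 82 higher probe sets, 32 were the brightest of their gene, genes with 1 probe set included. A further 13 genes had a brighter probe set, with a median of 0.18 against BBDR.+/+, where the called probe sets had 0.56. By limma 0 of these 13 were higher in both on the brightest, with 1 at an unadjusted p under 0.05 and 0 by rank product. Over the brightest probe set of every gene, limma called 35 higher and 35 lower in both comparisons, and rank product 24 higher and 43 lower. Both comparisons used the same post-hyperglycemia arrays, so they were not independent. Independent calls would have shared 0.996 higher and 6.81 lower probe sets by rank product and 4.22 and 14.8 by limma. Simulated arrays without group differences but with shared arrays gave 8 at most by rank product and a mean of 0 by limma. Those arrays held no shift of the post-hyperglycemia pair, so they cannot show how many shared calls such a shift alone would give. The rank product calls were mostly higher with a lone pre-hyperglycemia or BBDR.+/+ array and mostly lower with a lone post-hyperglycemia array. This split followed the group left with 1 array and cannot show a direction of change. limma called 79 without pre-hyperglycemia replicate 2, 231 and 164 without BBDR.+/+ replicate 1 and 2, and 136 without post-hyperglycemia replicate 1 (66 higher and 70 lower). From the overlap of the insulin-regulated genes with the lipid genes, the paper proposes that a lack of insulin action in the liver affects fat metabolism.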

### Metabolites

None of the measured metabolites could be used to distinguish between the different genotypes before the onset of hyperglycemia, (Fig 4A). Comparing the metabolite profile of BBDR.^*lyp/lyp*^ rats after the onset of hyperglycemia with other samples identified 17 metabolites that significantly differed in BBDR.^*lyp/lyp*^ rats post-hyperglycemia compared to other BBDR.^*lyp/lyp*^ pre-hyperglycemia, BBDR^lyp/+^, and BBDR^+/+^, as demonstrated in Fig 4B and Table 5. Values for fold change were normalized in relation to sucrose, which was used as an internal standard. Glucose was not included, as the region was maximally saturated. Data for each metabolite at each sample time point for each rat is included in S1 File.

**Fig 4:**
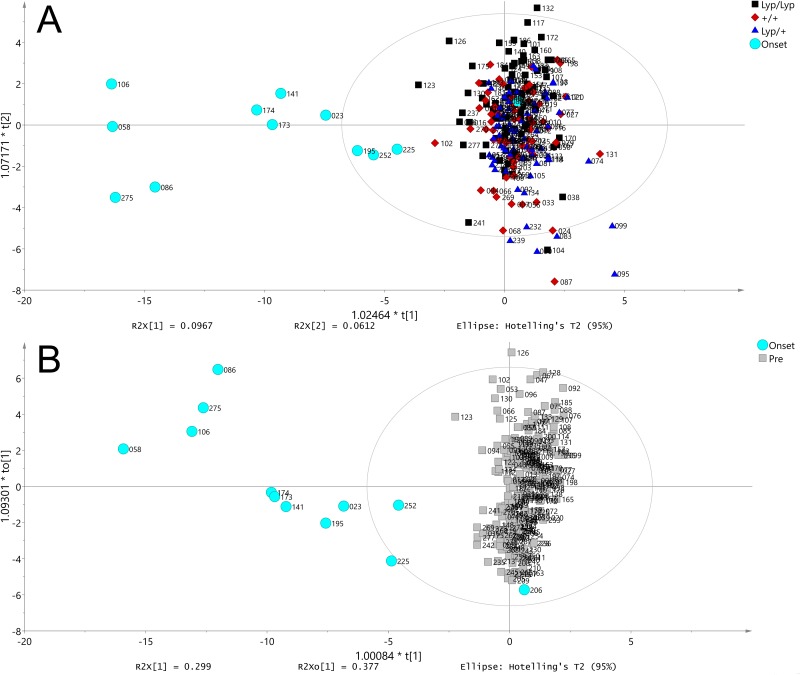
Orthogonal projections to latent structures for discriminant analysis plot of measured metabolites. The numbers next to each symbol represents the sample identifier. (A) Comparison of metabolites from BBDR.^*lyp/lyp*^ (black) pre-hyperglycemia, BBDR.^*lyp*/+^ (dark blue), BBDR.^+/+^ (red) rats, and BBDR.^*lyp/lyp*^ post-hyperglycemia (light blue). 236 samples and 78 annotated metabolites are included in the model with 3 Y variables. (B) Model with 2 classes and 1 Y variable. Through model optimization, 19 metabolites that distinguished BBDR.^*lyp/lyp*^ after hyperglycemia onset (light blue) from others (gray) were identified according to predictive loadings and 95% confidence interval. Of these, 1 metabolite (maltose) was removed as a duplicate and 1 metabolite (citrulline) was removed as a false positive finding due to its degradation products being identical to those of other amino acids.

**Table 5:** Metabolites that distinguish BBDR.^*lyp/lyp*^ rats post-hyperglycemia from other genotypes and BBDR.^*lyp/lyp*^ pre-hyperglycemia. Metabolites were analysed as MeOxTMSi derivatives.

Metabolite	Class	Average fold change (normalized)	Uncorrected p value	Previously published alterations in type 1 diabetes
Unidentified	Carbohydrate	1.9 (1.8)	0.000055	
Unidentified	Carbohydrate	2.2 (2.0)	0.001298	
Unidentified	Carbohydrate	1.3 (1.2)	0.000159	
Unspecified hexose	Carbohydrate	0.5 (0.5)	0.000029	
Unidentified	Carbohydrate	1.4 (1.4)	0.000350	
Laminaribiose	Carbohydrate	1.1 (1.1)	0.001598	No
Maltose	Carbohydrate	1.6 (1.5)	0.002172	Yes [7, 9, 24]
Unspecified disaccharide	Carbohydrate	1.2 (2.2)	0.004414	
Linoleic acid	Fatty acid	0.6 (0.5)	0.027734	Yes [25]
Oleic acid	Fatty acid	0.7 (0.7)	0.011016	Yes [7, 24, 25]
Citric acid	Carboxylic acid	-0.2 (-0.2)	0.009388	Yes [24–28]
Scyllo-inositol	Carbohydrate	-0.3 (-0.3)	0.000768	No
Ornithine	Amino acid	-0.4 (-0.4)	0.00054	Yes [24, 27, 29]
Hippuric acid	Carboxylic acid	-0.5 (-0.5)	0.000004	Yes [26, 28, 30]
Tyrosine	Amino acid	-0.6 (-0.4)	0.000121	Yes [7, 24, 27, 30, 31]
Lysine	Amino acid	-0.6 (-0.6)	4.064 E-8	Yes [9, 24, 25, 27]
1,5-anhydro-D-glucitol	Carbohydrate	-0.9 (-0.8)	8.4704 E-11	Yes [7, 9, 32]

## Discussion

Studies in patients with type 1 diabetes have shown lower levels of liver fat compared to controls in both children and adults [4, 5]. Obese patients with type 1 diabetes are resistant against fatty liver disease [33]. Patients with type 1 diabetes have abnormal lipoprotein patterns, even if they have optimal glycemic control [34]. Based on these findings, which are unrelated to diabetes duration, we expected hepatic lipid metabolism to change during the transition from normoglycemia to hyperglycemia in BBDR.^*lyp/lyp*^ rats. The results of the functional annotation analysis of the hepatic transcriptome support our hypothesis that hepatic fat anabolism is impaired during the onset of type 1 diabetes. When comparing both BBDR.^*lyp/lyp*^ rats before hyperglycemia versus during hyperglycemia and BBDR.^*lyp/lyp*^ rats during hyperglycemia versus BBDR.^*lyp/+*^ and BBDR.^+/+^ rats, lipid metabolism was identified as the most significantly altered physiological function besides inflammation in terms of the magnitude of transcript changes and their statistical significance. The functional annotation *hepatic steatosis* was reduced, whereas other lipid processes were enhanced.

It has been unclear whether aberrations of fat metabolism in type 1 diabetes are caused by the absence of insulin in the liver, by decreased fatty acid substrate availability in the blood secondary to peripheral hyperinsulinemia due to subcutaneous insulin injections, or by a combination of both [35]. Our upstream regulation and canonical pathway analysis showed a significant overlap between genes regulated by insulin and genes identified by functional annotation as related to fat metabolism, suggesting that lack of insulin action in the liver affects fat metabolism at least partially independently of peripheral effects on fat metabolism at the onset of type 1 diabetes. Further studies would be needed to determine the mechanisms underlying peripheral alterations of fat metabolism in the natural history of type 1 diabetes and whether there are any interactions with the hepatic abberations that we observed. The overlap we observed between the differentially expressed genes and genes regulated by glucose suggests that increased blood glucose levels per se might also influence hepatic lipid metabolism.

A number of pathways known to be affected by insulin, such as phosphoinositide 3-kinase/Akt and p70S6K, as well as regulators of hepatic lipogenesis, such as AMP-activated protein kinase and pregnane X receptor signalling, were identified [36]. Furthermore, some insulin-regulated genes known to influence hepatic lipogenesis (such as acetyl-CoA carboxylase) were differentially expressed according to predefined thresholds for false discovery rate in one, but not both, comparisons. 

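Acaca, the acetyl-CoA carboxylase that supplies malonyl-CoA for fatty acid synthesis, was at 10.16 ± 0.03 (log2, SD, n = 2) after hyperglycemia, 9.55 ± 0.01 before and 10.10 ± 0.04 in BBDR.+/+ on its brightest probe set. Its log2 fold change was 0.62 against pre-hyperglycemia (SE 0.10, adjusted p = 0.0122 from limma) and 0.06 against BBDR.+/+ (SE 0.10, adjusted p = 0.804). The first call ended without pre-hyperglycemia replicate 2 (0.62) or post-hyperglycemia replicate 1 (0.64). A dimmer probe set of Acaca was at -1.06 against BBDR.+/+ (adjusted p = 0.00625) and -0.18 against pre-hyperglycemia (adjusted p = 0.704). Acacb, the carboxylase that restrains fatty acid oxidation, was at -0.58 and -0.77 (adjusted p = 0.148 and 0.0931), and rank product called it lower against pre-hyperglycemia only.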

A limitation of our methodology of considering only genes differentially expressed in two comparisons is that this unusually strict methodology may cause false some negative results. It was also recently found that the phosphoinositide 3-kinase pathway in T cells from BBDP rats may be constitutively activated; it is therefore conceivable that this pathway is abberently expressed also in the liver in the rat model used, which would have to be taken into consideration when interpreting any findings related to the pathway [37]. Also, microarray and metabolite analyses can be susceptible to batch effects, which can also impact the generalizability of the findings. Further studies employing methods complementary to microarray analysis, such as polymerase chain reaction techniques, could use a more targeted approach to specifically test the genes that we identified as differentially expressed, thereby ensuring the generalizability of our findings.

In addition to longitudinally analyzing hepatic gene expression, we studied how serum metabolites changed during the corresponding time points. A previous analysis of the serum metabolome of the two types of rats showed that a metabolic signature appears in the BBDR.^lyp/lyp^ rat before hyperglycemia, including alterations in fatty acids, phospholipids, and amino acids [22]. In contrast, we could not detect any differences in metabolites between BBDR.^+/+^ rats and BBDR.^lyp/lyp^ before the onset of hyperglycemia. The nature of metabolomics experiments typically necessitates repeated studies to determine whether results represent true positive findings. Numerous environmental factors, as well as differences between the individual rats, may have caused the varying results. Further studies with other populations will have to be performed before any metabolite alterations before or after the onset of type 1 diabetes can be confirmed.

In our metabolite analysis, carbohydrates were the most clearly increased class of metabolites, consistent with an overall increase in plasma carbohydrates found in diabetic NOD mice [9]. Most of the metabolites that we found were altered during hyperglycemia have previously been identified in type 1 diabetes or animal models thereof, including in patients with a short disease duration and patients temporarily deprived of exogenous insulin, which increases the validity of our results. We found reduced levels of 1,5-anhydro-D-glucitol, which is a well-established marker of glycemic excursions [38]. Higher levels of citric and hippuric acid have been reported in the urine of children with type 1 diabetes, possibly due to an increased glomerular filtration rate in the early stages of the disease [26].

Changes in plasma amino acid levels that correlate to increasing hyperglycemia have been described in insulin-deficient mice [39], and type 1 diabetes patients have been shown to have increased excretion of lysine in their urine [25]. Ornithine decarboxylase, which catalyzes the decarboxylation of ornithine, is increased in rodents with streptozotocin-induced diabetes [40], and increased activity of ornithine decarboxylase has been linked to a transient increase of glomerular filtration rate in early diabetes [41]. Increased activity of ornithine decarboxylase thus provides a possible explanation for our finding reduced levels of ornithine.

There are possible biological links between the changes in gene expression and those in metabolites that we uncovered. For instance, several genes in the oleate synthesis pathway were affected, and serum oleate concentrations were increased by about 50%. 

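Of 14 genes of oleate synthesis, 2 were lower than in BBDR.+/+ and 12 did not pass, with a median of -0.03, which ranged from -0.10 without post-hyperglycemia replicate 1 to -0.02 without BBDR.+/+ replicate 2. Against pre-hyperglycemia 3 were higher, 1 was lower and 10 did not pass (4 higher and 2 lower adjusted over the list alone), with a median of -0.06. The desaturase Scd, which turns stearate into oleate, was at 12.03 ± 0.11 (log2, SD, n = 2) after hyperglycemia, 11.48 ± 0.17 before and 12.74 ± 0.04 in BBDR.+/+. It was among the lower genes in the first comparison and, with Elovl6 and Acaca, among the higher ones in the second. The acetyl-CoA hydrolase Acot12 was lower in both. camera gave adjusted p = 0.0091 against BBDR.+/+ (adjusted p = 0.317 with an estimated correlation) and 0.952 against pre-hyperglycemia.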

Overall, though, we are cautious about theorizing about specific chemical compounds, as our purpose with this experiment was to examine broader changes in metabolism. The patterns of hepatic gene expression that we found suggest that type 1 diabetes has complex and dynamic effects on fat metabolism, which would not be reflected in the metabolite profile at a single timepoint. Studies of the metabolite flux into, out of, and within the liver could further clarify the role of the liver in the metabolic changes that take place at the beginning of type 1 diabetes.

## Conclusions

Our study suggests that the shift towards fat oxidation occurs early in the course of type 1 diabetes and is affected by the loss of insulin action in the liver. Further studies are needed to clarify the clinical consequences of a lack of insulin in the liver for patients with type 1 diabetes.

## Supporting information

S1 File Metabolite data from gas chromatography-mass spectrometry analysis. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

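Liver RNA on 6 arrays was compared, 2 arrays each of BBDR.lyp/lyp pre-hyperglycemia, BBDR.lyp/lyp post-hyperglycemia and BBDR.+/+, on an Affymetrix rat genome array. The authors quantified the arrays with Affymetrix Expression Console and normalized them with Partek Genomic Suite. The versions and the normalization algorithm are not given in the sources used here. The deposited values were on the log2 scale, 1 value per probe set and array, and their distributions were nearly equal between arrays. No filter on signal was applied in the main tests. Of 31099 probe sets, 57 Affymetrix controls were set aside, which left 31042. Gene symbols came from the deposited annotation of the array. The Entrez identifiers of 20758 of the 20826 probe sets with 1 symbol were found in a current table of rat genes, and 0 symbols had to be changed. Probe sets with several symbols or none stayed in the tests over all probe sets but were not named.

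The main test was limma (version 3.58.1, R 4.3.3), with 1 mean per group over all 6 arrays, moderated variances (3 residual and 7.70 prior degrees of freedom) and a Benjamini-Hochberg adjusted p under 0.05. Beside it, the rank product of the 4 pairwise log2 ratios of each comparison was computed with 100 permutations, and probe sets with a share of false positives under 0.20 were called, the level that the methods give. The comparisons were post-hyperglycemia versus BBDR.+/+, post-hyperglycemia versus pre-hyperglycemia and pre-hyperglycemia versus BBDR.+/+. A probe set counted as altered in both of the first 2 when it was called in the same direction in each. All signs follow the deposited labels, with post-hyperglycemia minus the other group, or pre-hyperglycemia minus BBDR.+/+.

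Of 67 gene lists, 65 had enough members to be tested, namely 31 of liver biology, 10 of cell type markers, 18 taken from the paper's tables and 6 technical ones. They were tested with camera, at a preset correlation between genes of 0.01, on the brightest probe set of each gene, with adjustment over all lists and the 2 comparisons with post-hyperglycemia arrays. camera compares a list with all other genes. fry, run beside it, asks whether the genes of a list move 1 way on balance, without such a comparison. With the correlation between genes estimated from the arrays, camera passed 0 of the 130 tests, where 18 had an unadjusted p under 0.05 and fry passed 7. For the cell cycle genes against pre-hyperglycemia the estimated correlation was -0.031, below the preset value. Their unadjusted camera p still went from 3.38e-10 to 0.0059. The loss of calls therefore cannot be put down to the correlation alone. Hepatic steatosis there had an unadjusted p of 0.105 and the same adjusted p of 0.317, so that value does not rank the lists. The lists taken from the paper were selected by the study on these arrays. The results of many of these lists are not reported here.

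Genes were named by a rule set in advance. It covered the genes of Table 4 and of the paper's text, the 10 largest called increases and decreases of each comparison and of those altered in both, up to 4 members of each list with the smallest limma p, Gimap5 and Odc1. Some genes that the rule covers, among them Myh1, Cpa1, Reep6 and Tm9sf3, are not reported here.

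The tests were checked on 5 simulated data sets with known changes at the size of these arrays. For post-hyperglycemia versus BBDR.+/+, limma recovered 46.3% of changes of 0.6 on the log2 scale (40.3% to 55.2% over the data sets) and 96.7% of changes of 1, and rank product recovered 68.4% and 99.1%. Among 853 limma calls 44 were false, and among 1044 rank product calls 153 were false.

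The alternatives tried were other normalizations between arrays (median centring, quantile normalization and centring on ribosomal protein genes), the top 60% or 30% of probe sets by mean, and the methods' t-test. They also included limma on the arrays of 1 comparison, with an intensity trend, with array weights or with a replicate block, other thresholds, the mean of all probe sets of a gene, and leaving out each array in turn. A covariate for the 3' to 5' difference of the control probe sets and a fit to the brightest probe set of each gene alone were added later.

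The overlaps with lipid genes were tested with the hypergeometric distribution on the paper's numbers. Serum metabolites were read from the part of the paper's supplementary sheet that could be opened, and tested with an exact sign-flip permutation test over rats. The other columns of that sheet, BBDR.lyp/+ arrays and the pathway software of the paper were not used here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps.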

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

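The tests of the whole transcript, of the spread within the control groups, of time of day or feeding and of the hepatocyte share were chosen after the results were seen, as was the covariate for the 3' to 5' difference.

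In the control probe sets, which the paper does not report, the 3' minus 5' difference of the post-hyperglycemia arrays exceeded the mean of the other groups by 0.744 for beta-actin and 0.753 for GAPDH. A lower level of the whole transcript was argued against for the 240 genes with several probe sets and a lower one, of which 2.92% (7 genes) were lower in both comparisons on the brightest by limma, with a median of -0.01 against BBDR.+/+ over the 240, and the normalization was argued against as the whole cause, since 222 of the 324 lower probe sets were still lower under the least favorable of 3 normalizations. Less signal from the 5' end is a candidate explanation: over 4525 genes with several probe sets the dimmest moved by -0.134 against the brightest in post-hyperglycemia versus BBDR.+/+, by -0.0755 versus pre-hyperglycemia and by -0.0716 in pre-hyperglycemia versus BBDR.+/+, where the controls differed little, and within the BBDR.+/+ and pre-hyperglycemia pairs the 324 were lower in the array with the weaker 5' signal, by -0.120 and -0.156. With the covariate 0 of the 324 passed (34 at an unadjusted p under 0.05 in both), but their median went from -0.89 (SE 0.13) to -0.36 (SE 0.42), so the calls ended with a larger error as well as a smaller change. What stays open is whether brightness stands in for the 3' end of a transcript, the genes with 1 probe set, and whether hyperglycemia itself or the handling of the RNA lowered the 5' signal, which was not tested.

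A comparison that the paper does not report, pre-hyperglycemia versus BBDR.+/+, gave 223 limma calls (76 and 70 without pre-hyperglycemia replicate 1 and 2, and 14 and 12 without BBDR.+/+ replicate 1 and 2), and in it the 14 genes that insulin induces had a median of -0.40. A difference in time of day or feeding at collection may contribute: the 16 clock genes had a median size of change of 0.24, above 99.97% of random lists of like signal, whose median was 0.11. The clock repressor Nr1d1 was at -1.55 (adjusted p = 0.00105), whichever array was left out. At an unadjusted p under 0.05, 4 of the 16 clock genes were higher and 4 lower in this comparison. In post-hyperglycemia versus BBDR.+/+ 4 were higher and 6 lower, and versus pre-hyperglycemia 4 and 2. A difference in time of day or feeding may thus not be particular to the pre-hyperglycemia arrays. A contribution of the 5' signal, whose values overlapped between these 2 groups, cannot be told apart from other causes: with the covariate 115 probe sets passed and the median of the insulin-induced genes was -0.28, a share of 0.703, between the bounds set for either answer. The genotype and the age of the rats, which also differed, stay open and were not tested.

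Interferon response genes, which the paper does not discuss, had a median of 0.35 in post-hyperglycemia versus BBDR.+/+. A lower share of hepatocyte RNA would raise the markers of every other cell type alike, but the medians of 5 marker lists spanned 0.399, from 0.35 for Kupffer cells (quartiles 0.11 and 0.42) through 0.17 for endothelial cells, 0.14 for stellate cells and 0.07 for cholangiocytes to -0.05 for T cells (quartiles -0.16 and 0.09), or 0.274 without T cells, which the lyp mutation depletes. For pre-hyperglycemia versus BBDR.+/+ a lower share of hepatocyte RNA was not tested and stays open. There the Kupffer, endothelial and stellate markers were at 0.28, 0.27 and 0.25, with cholangiocytes at 0.03 and T cells at -0.01. With the covariate the interferon median was 0.19, a share of 0.562, so the 5' signal cannot be told apart from the groups for these genes. In pre-hyperglycemia versus BBDR.+/+ the median of the interferon genes was 0.18. Among the 22 genes, 7 were higher and 1 lower at an unadjusted p under 0.05, with 2 higher by rank product. Both medians rest on the same BBDR.+/+ arrays, so whether part of the difference preceded hyperglycemia stays open. The genotype stays open too, untested.

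The cell cycle genes, also outside those the paper discusses, had a median of -0.27 in post-hyperglycemia versus pre-hyperglycemia, with the opposite sign to their median against BBDR.+/+. The 5 markers of erythroid cells moved with them, with medians of -0.33 (camera adjusted p = 1.99e-04, adjusted p = 0.317 with an estimated correlation) and, in pre-hyperglycemia versus BBDR.+/+, 0.32. This pattern was not examined further.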

How the results depend on the processing

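The covariate for the 3' to 5' difference and the fit to the brightest probe set of each gene were chosen after the data were seen; the other settings were planned. Counts are given in the order post-hyperglycemia versus BBDR.+/+, versus pre-hyperglycemia, pre-hyperglycemia versus BBDR.+/+, and both comparisons.

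For limma, the methods' t-test called 3362, 2790, 2784 and 943 probe sets at an unadjusted p under 0.05, but 0, 0, 1 and 0 adjusted. An intensity trend with a robust prior gave 2399, 1243, 524 and 732, and an adjusted p under 0.20 gave 4958, 2603, 1081 and 1589. The covariate gave 0, 0, 115 and 0, with 2171 and 2186 at an unadjusted p under 0.05 in the first 2; it takes up a degree of freedom and its values separate the post-hyperglycemia arrays from the rest. The brightest probe set of each gene, which tests fewer probe sets, gave 577 in the first, 201 in the second and 70 in both. A fold change of at least 1.5 left 919 in the first, the arrays of the comparison alone 413 in the second, and the top 30% of probe sets 403 in the third. Taking the replicate number as a block gave 1191 in the second, 408 in the third and 747 in both. Arrays of equal number correlated at 0.261 between pre-hyperglycemia and BBDR.+/+, 0.11 between pre- and post-hyperglycemia, and 0.142 between BBDR.+/+ and post-hyperglycemia. Replicate 1 had the larger 3' minus 5' difference in every group. With 2 numbers this cannot show a pairing. The methods read as repeat liver sampling of the same rats before and after hyperglycemia, but the labels tie no number to a rat, litter or day. The samples were therefore taken to share only a number, and whether the block reflects a true pairing stays open. Median centring, quantile normalization and array weights kept all 4 counts within 1.5 times, and centring on ribosomal protein genes did too but moved their split between higher and lower.

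For rank product, a threshold of 0.05 gave 179, 186, 133 and 92, the top 30% of probe sets 331, 281, 194 and 150, and the brightest probe sets 256, 198, 221 and 67. Leaving out 1 array, limma gave 291 to 1567, 112 to 537, 12 to 212 and 79 to 370, and rank product 124 to 748, 97 to 540, 101 to 400 and 34 to 155. The lone array left in a group was assumed to vary like the others. For these counts the cause of a change was not tested, apart from thresholds and fewer probe sets or arrays.

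Of 57 calls on lists by camera over the 2 comparisons, 0 remained past the threshold with an estimated correlation, 7 with fry and 1 with the covariate. The overlap of glucose-regulated with lipid genes went to p = 0.0634 in the hypergeometric test, an exact test, with the 87 different symbols of Table 2.

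With the covariate, these list tests turned to the opposite direction, the cause not being tested. Against BBDR.+/+ the medians were 0.10 (fatty acid and triglyceride synthesis), 0.20 (insulin-induced), -0.22 (growth hormone axis), 0.0560 (all of Table 2), 0.0395 (pregnane X receptor targets), 0.0154 (oxidation of fatty acid), 0.12 (hepatic steatosis), -0.00650 (synthesis of lipid) and -0.00789 (gluconeogenesis). Against pre-hyperglycemia they were -0.0443 (all of Table 2), -0.14 (oxidation of fatty acid), 0.0181 (hepatic steatosis) and 0.0108 (synthesis of lipid). A median that kept its sign turned relative to the other genes.

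With the covariate, these genes changed sign against BBDR.+/+: App 0.12, Cap1 0.20, Cav1 0.0366, Cd36 0.12, Crp 0.59, Gcdh 0.12, Gpd1 0.49, Ide 0.29, Pdcd4 0.00796, Scarb1 0.55, Sec61a1 0.34, Srebf1 0.39, Tat 0.32 and Txnrd1 0.29. Against pre-hyperglycemia these did: Acadsb 0.49, App 0.39, Canx 0.14, Cd36 0.13, Cdk1 0.0319, Dusp1 0.21, Elovl5 0.17, Gcdh 0.0684, Ghr 0.11, Gpd1 0.73, Ide 0.49, Scarb1 0.0746 and Sec61a1 0.30. The cause was not tested. With the covariate the median SE of the 324 lower probe sets against BBDR.+/+ was 0.42 in place of 0.13. A turned sign of a gene therefore does not show a reversal.

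Of 112 calls on named genes, 46 were kept with any 1 array left out, as were 36 of 45 on the lists reported. The alternative of adding 16 before taking logarithms did not apply, because the values were already on the log2 scale.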

Differences from the paper's values

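The comparison with another probe set of Gcdh and the covariate were chosen after the values were seen.

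For Gcdh, glutaryl-CoA dehydrogenase, the paper gives a fold change of 1.6 between pre- and post-hyperglycemia, and the probe set called in both comparisons gave 1.96 with the sign turned to the paper's direction. The methods average liver samples of both ages before hyperglycemia, whereas only arrays labelled 50 days were used here. With the sign turned, the other 38 fold changes of Table 4 lay within 0.1 of the paper's on these arrays. This argues against different groups as the cause for Gcdh. Of the alternatives set before the data were examined, centring on ribosomal protein genes (1.85), the mean of all probe sets of the gene (1.56), and leaving out pre-hyperglycemia replicate 2 (1.72) or post-hyperglycemia replicate 1 (1.72) came within 1 replicate SD (log2, pooled over the 2 groups) of the paper's value, with 1.85 the farthest from it. Median centring (1.96), quantile normalization (1.95), the methods' t-test, the arrays of the comparison alone and the replicate block (1.96 each), and leaving out either BBDR.+/+ array (1.96), pre-hyperglycemia replicate 1 (2.24) or post-hyperglycemia replicate 2 (2.24) did not. Another probe set of Gcdh, with a fold change of -1.65 by the deposited labels, reached the paper's value in size. It was called lower in both comparisons by rank product, and by limma against BBDR.+/+ but not in this one (adjusted p = 0.0574). Against BBDR.+/+ it gave -1.91, near the paper's 1.9 in size, where the first probe set gave 2.10 with the sign turned.

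The direction of Table 4 was opposite. With the deposited labels, 0 of 40 fold changes lay within 0.1 of the paper's, and 38 did once the sign was turned. Of the 20 genes, 19 were lower after hyperglycemia and Cdkn1a was higher, where the table gives positive values for the former and a negative one for the latter.

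The title of Table 2 describes its annotations as raised, and Fig 2 colors lipid metabolism as raised after hyperglycemia. Of the 79 genes that could be tested, 11 were lower and 4 higher than in BBDR.+/+, and 18 were lower and 13 higher than in pre-hyperglycemia. The paper's discussion has hepatic steatosis lowered and other lipid processes raised. Table 2 gives these directions as activation scores, which are not medians of gene changes, so these measures are not like for like. The median of the hepatic steatosis genes was -0.11 against BBDR.+/+ and -0.22 against pre-hyperglycemia. Those of oxidation of fatty acid (-0.09 and -0.23) and synthesis of lipid (-0.15 and -0.18) were negative too. The median of hepatic steatosis against BBDR.+/+ was -0.20 without BBDR.+/+ replicate 1 and -0.03 without BBDR.+/+ replicate 2. With a covariate for the 3' to 5' difference of the control probe sets, all 3 lists turned direction relative to the other genes in both comparisons without passing, hepatic steatosis to 0.12 against BBDR.+/+, so these directions were not settled. Fig 2 colors the inflammatory response as mostly lowered against BBDR.+/+, whereas the interferon response genes had a median of 0.35 and Cxcl1 a log2 fold change of 2.67, with Crp lower (-0.57). It was not tested whether Fig 2 and Table 2 share the opposite sign of Table 4. A turned sign would remove the difference for the interferon genes and Cxcl1.

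Cap1 and Txnrd1, which Table 4 lists, were not called by limma against pre-hyperglycemia (adjusted p = 0.067 and 0.0866), and were called by rank product in both comparisons. Table 2 holds 87 different symbols where the paper's text gives 83 genes.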

Other observations

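The tests on the labels of the groups were chosen after the results were seen.

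In pre-hyperglycemia versus BBDR.+/+, limma called single genes of inflammation, growth and lipid metabolism. The list calls given below were not kept with an estimated correlation. Age and perhaps time of day or feeding also differed between these groups, so the cause stays open. Relative to BBDR.+/+, S100a9 rose by 1.66 (SE 0.15, adjusted p = 0.00105 from limma) and passed with any array left out. S100a8 (1.21), Cxcl1 (1.46) and Lbp (0.88) also passed, but not without BBDR.+/+ replicate 1 (1.19, 1.42 and 0.82) or 2 (1.23, 1.49 and 0.94), nor Lbp without pre-hyperglycemia replicate 2 (0.80). Of 26 cell cycle genes, 10 were higher and 16 did not pass (17 higher adjusted over the list alone), with a median of 0.47 (camera adjusted p = 1.07e-17, adjusted p = 0.134 with an estimated correlation). Mki67 rose by 0.99 and Cdk1 by 0.97, and these calls ended without BBDR.+/+ replicate 1 (1.10 and 0.82), and for Mki67 without BBDR.+/+ replicate 2 (0.88) or pre-hyperglycemia replicate 1 (0.86). By camera the markers of 5 cell types other than hepatocytes were higher, 3 of them with medians of 0.28 for Kupffer cells, 0.27 for endothelial cells and 0.25 for stellate cells (camera adjusted p = 3.49e-07, 6.03e-05 and 8.78e-05, and adjusted p = 0.198, 0.287 and 0.328 with an estimated correlation). The other 2 were erythroid cells (median 0.32, 1 of 5 higher by limma, camera adjusted p = 0.00253, adjusted p = 0.328 with an estimated correlation), ending without pre-hyperglycemia replicate 2 (0.23), and neutrophils and monocytes (median 0.12, 2 of 13 higher, camera adjusted p = 0.0456, adjusted p = 0.328 likewise), ending without BBDR.+/+ replicate 1 (0.04) or either post-hyperglycemia array (0.12). The markers of cholangiocytes (0.03) and T cells (-0.01) did not pass (camera adjusted p = 0.903 and 0.123).

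Genes of lipid metabolism moved both ways. Scd fell by 1.26 (adjusted p = 0.00128), not passing without BBDR.+/+ replicate 2 (-1.23), and Elovl6 fell by 0.87 (adjusted p = 0.00746), not passing without BBDR.+/+ replicate 1 (-0.74) or 2 (-0.997) or pre-hyperglycemia replicate 2 (-0.83). Of 14 genes that insulin induces, 4 were lower and 10 did not pass (10 lower and 2 higher adjusted over the list alone), and camera gave adjusted p = 7.11e-10 (adjusted p = 0.287 with an estimated correlation). The genes that insulin represses had a median of 0.18 (camera adjusted p = 0.00774, adjusted p = 0.328 with an estimated correlation), a call that ended without BBDR.+/+ replicate 1 (0.19). Of 25 genes of fatty acid oxidation 1 was higher (5 adjusted over the list alone), with a median of 0.18 (camera adjusted p = 8.78e-05, adjusted p = 0.287 with an estimated correlation), namely Cpt1a (0.81, adjusted p = 0.00574). Cpt1a did not pass without BBDR.+/+ replicate 1 (0.80) or 2 (0.83) or pre-hyperglycemia replicate 2 (0.76). Of 19 genes of cholesterol synthesis limma passed 0, with 13 higher at an unadjusted p under 0.05 (9 adjusted over the list alone) and 0 by rank product, and the median was 0.28. Cyp3a9 fell by 1.20 and passed with any array left out, Dab1 fell by 1.06, not passing without BBDR.+/+ replicate 1 (-1.07) or 2 (-1.06), and Acaca fell by 0.56, not passing without any of the 4 arrays (-0.53 to -0.59). Igfbp2 and Socs2 rose by 1.23 and 1.04, the first call ending without BBDR.+/+ replicate 1 (1.17) and the second without BBDR.+/+ replicate 1 (0.92) or 2 (1.15) or pre-hyperglycemia replicate 2 (0.87). In all, 144 probe sets were higher and 79 lower than in BBDR.+/+ (107 and 80 with the arrays centred on ribosomal protein genes), and rank product called 232 higher and 168 lower. The rank product calls were mostly lower with a lone pre-hyperglycemia array and mostly higher with a lone BBDR.+/+ array. This split followed the group left with 1 array and cannot show a direction of change.

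Odc1, ornithine decarboxylase, to which the paper refers for ornithine in serum, had a log2 fold change of 0.07 against BBDR.+/+ and 0.10 against pre-hyperglycemia (SE 0.10 each, adjusted p = 0.793 and 0.731 from limma). Pck1 and Igfbp1, which insulin represses and which were each chosen after its values were seen, were at 0.19 and 0.24 against BBDR.+/+ and at 0.15 and -0.37 against pre-hyperglycemia, and did not pass in either comparison.

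In serum at the onset of hyperglycemia, 1,5-anhydro-D-glucitol had a mean ratio to each rat's earlier samples, minus 1, of -0.830 (SD 0.213) over 12 rats and was lower in 12, by an exact sign-flip permutation test with p = 4.88e-04, the smallest that 12 rats allow. Citric acid was at -0.236 (SD 0.152, lower in 12), hippuric acid at -0.457 (SD 0.202, lower in 11) and scyllo-inositol at -0.294 (SD 0.189, lower in 11). With only the last earlier sample of each rat, citric acid was at -0.135 (exact permutation p = 0.0396). The paper's values for these are -0.8, -0.2, -0.5 and -0.3, but they compare samples after onset with all other samples, those of the other genotypes included, so the 2 sets are not like for like. The sheet could be read only in part, so the other metabolites were not analysed here.

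Swapped labels between whole groups were tested as an explanation for the opposite sign of Table 4. No other assignment of the 3 labels gave more than 19 of the 40 fold changes with the paper's sign, where the deposited assignment gave 38 with the sign turned, so a swap of groups was argued against and a reversed order of subtraction stays open. Across probe sets, the log2 fold changes of the 2 comparisons correlated at 0.703 (0.502 in simulated arrays that shared the post-hyperglycemia pair), and probe sets are not independent replicates.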
